# *Clostridium thermocellum* transcriptomic profiles after exposure to furfural or heat stress

**DOI:** 10.1186/1754-6834-6-131

**Published:** 2013-09-12

**Authors:** Charlotte M Wilson, Shihui Yang, Miguel Rodriguez, Qin Ma, Courtney M Johnson, Lezlee Dice, Ying Xu, Steven D Brown

**Keywords:** Biomass, Recalcitrance, Inhibitor, Stress, DNA microarray, Regulation, Regulatory motif

## Abstract

**Background:**

The thermophilic anaerobe *Clostridium thermocellum* is a candidate consolidated bioprocessing (CBP) biocatalyst for cellulosic ethanol production. It is capable of both cellulose solubilization and its fermentation to produce lignocellulosic ethanol. Intolerance to stresses routinely encountered during industrial fermentations may hinder the commercial development of this organism. A previous *C. thermocellum* ethanol stress study showed that the largest transcriptomic response was in genes and proteins related to nitrogen uptake and metabolism.

**Results:**

In this study, *C. thermocellum* was grown to mid-exponential phase and treated with furfural or heat to a final concentration of 3 g.L^-1^ or 68°C respectively to investigate general and specific physiological and regulatory stress responses. Samples were taken at 10, 30, 60 and 120 min post-shock, and from untreated control fermentations, for transcriptomic analyses and fermentation product determinations and compared to a published dataset from an ethanol stress study. Urea uptake genes were induced following furfural stress, but not to the same extent as ethanol stress and transcription from these genes was largely unaffected by heat stress. The largest transcriptomic response to furfural stress was genes for sulfate transporter subunits and enzymes in the sulfate assimilatory pathway, although these genes were also affected late in the heat and ethanol stress responses. Lactate production was higher in furfural treated culture, although the lactate dehydrogenase gene was not differentially expressed under this condition. Other redox related genes such as a copy of the *rex* gene, a bifunctional acetaldehyde-CoA/alcohol dehydrogenase and adjacent genes did show lower expression after furfural stress compared to the control, heat and ethanol fermentation profiles. Heat stress induced expression from chaperone related genes and overlap was observed with the responses to the other stresses. This study suggests the involvement of *C. thermocellum* genes with functions in oxidative stress protection, electron transfer, detoxification, sulfur and nitrogen acquisition, and DNA repair mechanisms in its stress responses and the use of different regulatory networks to coordinate and control adaptation.

**Conclusions:**

This study has identified *C. thermocellum* gene regulatory motifs and aspects of physiology and gene regulation for further study. The nexus between future systems biology studies and recently developed genetic tools for *C. thermocellum* offers the potential for more rapid strain development and for broader insights into this organism’s physiology and regulation.

## Background

Processing biomass for biochemical conversion of plant cell wall polysaccharides for fuel production by fermentation requires a pretreatment step that often involves an acid hydrolysis at high temperatures [1,2]. The disadvantage of this treatment is the release of fermentation inhibitors such as the sugar degradation product furfural [3,4]. Depending on the fermentative microorganism, the release of these inhibitors can affect an organism’s ability to produce ethanol and even to grow [3,4]. A further consideration in choosing an organism for biofuel production is tolerance to fermentation end products such as ethanol. Metabolic engineering to facilitate redirection of carbon flow towards increased ethanol titer does mean the organism used for this process needs to have a high tolerance to the desired solvent.

The thermophilic anaerobe *Clostridium thermocellum* is of interest due to its ability to convert biomass cellulose to ethanol [5,6]. *C. thermocellum* produces a large extracellular protein complex called the cellulosome which is highly active on plant cell wall polysaccharides [7-9]. The native production of enzymes required for cellulose deconstruction is economically advantageous for industrial purposes, thus circumventing the costly addition of non-native hydrolytic enzymes. Recent advances for *C. thermocellum* include genome sequences for a number of strains [10-13], strategies and strains to delete genes [14-17], characterization of CRISPR elements [18], genetic and mechanistic insights into ethanol tolerance [10], as well as carbon recovery [19]. A number of systems biology studies have been conducted with *C. thermocellum* in the last several years, including; transcriptomic profiles for batch crystalline cellulose fermentations [20], chemostat growth with either cellobiose or crystalline cellulose at different dilution rates [21], proteomic analysis of cellulosomes [22,23], proteomic analysis of core metabolism [24], and an “omics” analysis of ethanol stress [25]. In addition, a genome-scale metabolic model has been developed [26] and several regulatory systems have been characterized [27-29].

In this study, we have compared the effects on the *C. thermocellum* transcriptome upon heat, or furfural exposure and compared this to a recently published dataset of ethanol exposure. This was undertaken to understand the global effects of these stressors and to contrast a physical stress such as the well characterized microbial response to high temperature with the chemical stress imposed by ethanol or furfural treatment. Ultimately by revealing how this organism is affected by these stressors, we aim to add valuable knowledge to the way this organism could be developed and utilized for applied industrial goals.

## Results

The time point in mid-exponential growth when the test fermentations were exposed to stress was designated as “time zero”. Samples were either referred to as “control” for untreated control fermentations or heat or furfural shock (or treatment) for those derived from fermentations that had an increased temperature 68°C or 3 g.L^-1^ furfural treatment respectively at “time zero”.

### *C. thermocellum* growth response

The application of each shock treatment negatively influenced *C. thermocellum* growth (Figure 1). The culture turbidity of OD_600nm_ units for the experimental fermentors prior to the administration of shock treatment was similar to the control fermentors and ranged from 0.57-0.62 (Figure 1). Growth rates (1/time (h^-1^)) leading up to the administration of each stressor treatment were 0.25, 0.30, 0.26 and 0.29 for the furfural shock, heat shock, ethanol and control fermentor respectively. OD_600nm_ measurements taken periodically (up to 150 min) post shock demonstrated the negative effect each shock had on growth with averaged growth rates (1/time (h^-1^)) across the monitored 120 min stress period declining to 0.15, 0.05 and 0.07 for furfural, heat and ethanol treatment respectively relative to the relatively stable growth rate of 0.31 for the control fermentations across the same period. Growth rates for the ethanol shock experiment were calculated from data reported previously [25]. Heat shock caused a decrease in culture turbidity, although this occurred 30 min after the temperature of the fermentor reached 68°C. Furfural and ethanol both caused a plateau in growth immediately following addition of each stress, and growth began to resume in both conditions towards the end of the monitored period. Analysis of fermentation products illustrates that less than 50% of carbon consumed as cellobiose across the 120 min sampling period in the control fermentations could be recovered as acetate, ethanol or lactate (or assumed CO_2_) (Table 1). Previous studies have shown that *C. thermocellum* carbon recoveries can be variable and carbon balances can be made of products that were not measured as part of this study [19,24]. A larger proportion of carbon would likely have been recovered if the fermentations were allowed to transition to stationary phase with end point sampling once the substrate was exhausted. The batch fermentors used in this study were open systems so any carbon lost as CO_2_, or volatile products were not measured although we assume in our calculations that a mole of CO_2_ was produced per mole of acetic acid and ethanol (Table 1). Carbon recovery for furfural increased to almost 100% across the 120 min post stress period for furfural, due to a reduction in cellobiose consumption as cell growth plateaued and was coupled with a dramatic rise in lactate production relative to the control (0.3 g.L^-1^ produced in the furfural stress fermentor compared to 0.008 g.L^-1^).

**Figure 1:**
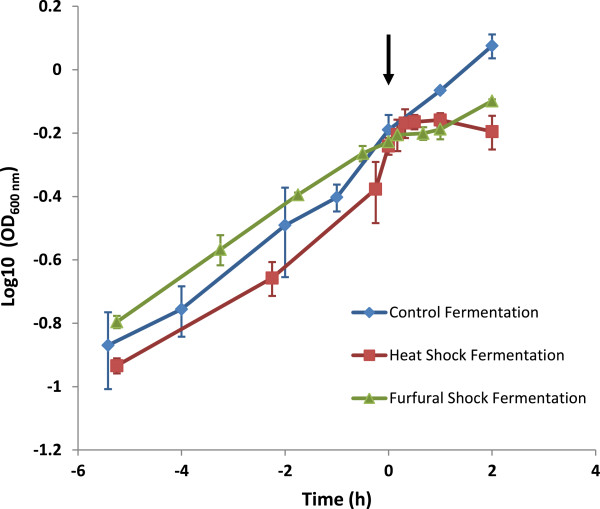
**Growth curves of untreated (control), furfural (3 g.L**^**-1**^**) or heat (68°C) treated *C. thermocellum *fermentations.** Time 0, also indicated by an arrow, is when the stress treatment was applied to the fermentation with the exponential phase preceding this event shown as negative values on the x-axis. Error bars are the standard deviation of two replicate fermentations.

**Table 1:** ***C. thermocellum *cellobiose consumption and fermentation products across each 120 min treatment period**

**Growth condition**	Cellobiose consumed* g.L^**-1**^	Acetate produced* g.L^**-1**^	Ethanol produced* g.L^**-1**^	Lactate produced* g.L^**-1**^	**% Carbon recovery†**
**Across the stress period (0–120 min post stress application)**					
Heat Stress Fermentation	1.26 (±0.39)	0.18 (±0.04)	0.06 (±0.18)	0.014 (±0.006)	30.7
Furfural Stress Fermentation	0.48 (±0.12)	0.18 (±0.01)	−0.04 (±0.004)	0.30 (±0.010)	97.7
Control Fermentation	1.35 (±0.62)	0.29 (±0.13)	0.12 (±0.04)	0.008 (±0.005)	47.0
**Across the whole experiment (post inoculation to 120 min post stress application)**					
Control Fermentation	3.02 (±0.15)	0.47 (±0.12)	0.20 (±0.01)	0.02 (±0.003)	35.02

*Values are the mean of duplicate fermentations and the standard error of the mean given in parentheses.

†Percentage carbon recovery was calculated using the following equation $R_{C2+C3}^{C}=\frac{3\times \left(\left[A\right]+\left[E\right]+\left[L\right]\right)}{6\times \left(\left[S_{o}-S_{f}\right]\right)}$ as described in [19,49] where $R_{C2+C3}^{C}$ is the carbon recovered from the C2 and C3 fermentation products. [A], [E], and [L] are the molar concentrations of acetate [A], ethanol [E], and lactate [L]. The factor of 3 in the numerator accounts for the expected formation of 1 mole of CO_2_ and/or formate produced per mole of ethanol and acetate as previously described [19]. [*S*_*o*_] is the initial substrate concentration and [*S*_*f*_] is the final substrate concentration.

No ethanol was produced during the stress period after furfural addition and acetate production dropped relative to the control. After heat stress, the cellobiose consumption did not decrease substantially relative to the control, however, the production of acetate and ethanol decreased relative to the control with some additional lactate produced, thus suggesting an alternative outlet for carbon occurred in *C. thermocellum* after this particular stress. Furfural was applied at mid-exponential phase to a final concentration of 3 g.L^-1^ and detected after its application. At the first sampling time point, 10 min post addition, 2.87 g.L^-1^ of furfural was measured (S.D. 0.04 g.L^-1^) and at the final timepoint 2.24 g.L^-1^ (S.D. 0.06 g.L^-1^) of furfural was detected. This decrease could potentially be attributed to metabolic conversion of furfural to furfuryl alcohol as demonstrated in *Cupriavidus basilensis*[30] and *Escherichia coli*[31], and evaporation may be another factor that was not accounted for in this study.

### Transcriptomic profile of *C. thermocellum* in response to stress exposure

Gene expression profiles for the control, furfural or heat-treated fermentations were generated from samples harvested at time 10, 30, 60 and 120 min post-shock using NimbleGen microarrays including an existing ethanol stress dataset [25]. 

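The transcript data used here came from 43 one-colour NimbleGen arrays, 15 of untreated controls, 10 after ethanol, 8 after furfural and 10 after heat. Each stress had 2 to 4 arrays at a time point, which were compared with the 3 to 5 control arrays of that time. The deposited files held the spot intensity of each probe as the authors exported it from the scanner software, without background correction. The median intensity of the gene probes lay between 902 and 17663 over the arrays. The intensities were log2 transformed, the copies of a probe were averaged, and all arrays were normalized together by a cyclic loess. The value of a gene was the mean of its probes for each of 3065 genes. Log2 fold changes are given as stress minus control, so that a positive value means more transcript under stress, the opposite sign to Table 2. A gene was taken as differentially expressed when it differed at least 2-fold with an adjusted p under 0.05 in a moderated t-test (limma, Benjamini-Hochberg over all genes of the comparison).

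The arrays lay on shared slides. All furfural arrays were on 1 slide together with 4 of the controls, 1 for each time point. The ethanol arrays were on 3 slides that also held the other 11 controls, and the heat arrays were on 3 slides of a later array design without any control. Beside most furfural and ethanol results, a value with the slide as a random effect is therefore given, and a value against only the controls of the same slide or slides. For heat, each comparison with the controls is also a comparison between slides. On heat replicate 2 at 120 min, 95.1% of the gene probes lay under the 95th percentile of the random probes. The methods describe fermentations in duplicate, and the labels do not tell which arrays share a fermentation. The p-values thus measure the spread between arrays, part of which can be technical. In 6 pairs, found after the data were seen, 2 arrays of a group differed by at most 3 genes at 2-fold and may measure 1 sample. These were control replicates 1 and 3, and 2 and 4, at 30 min, and 2 and 3 at 120 min. The others were ethanol replicates 1 and 3 at 30 min and 2 and 3 at 120 min, and heat replicates 1 and 4 at 120 min. Independent replicates may then be fewer than arrays. Leaving out 1 array of a pair kept the other, so a call that held is a weaker check there. This limits every statement below that a call at 30 or 120 min held with each array left out.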

Comparison to gene expression profiles derived from untreated control fermentations permitted the identification of stress induced transcriptional changes. When filtered by a significance threshold of *p <* 0.05, 3056/3067 genes were considered significantly different in at least a single time point for a given stress condition. 

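Against the controls, 517, 720 and 790 of the 3065 genes were differentially expressed on the ethanol, furfural and heat arrays at 1 or more time points. After ethanol 274 genes were up-regulated and 246 down-regulated at some time. After furfural there were 407 up-regulated and 313 down-regulated genes, and after heat 451 and 339. Together 1507 genes were differentially expressed in at least 1 stress, of which 1212 are among the genes of Table S1. Of the 779, 731 and 683 genes that Table S1 gives for ethanol, furfural and heat, 452, 452 and 575 were called here for the same stress. Set to the same sign, the log2 fold changes of the genes in Table S1 correlated with its values at 0.92, 0.76 and 0.94. Without the 2-fold threshold 2408 genes had an adjusted p under 0.05 in at least 1 of the 12 comparisons. With a random slide effect the count after furfural was 398, and against the control of the same slide it was 68. The count after ethanol was 548 with the random effect and 617 against the controls of its own slides.

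At 10 min of ethanol 157 genes were up-regulated and 171 down-regulated, and at 30 min of furfural 323 and 244, where 5 control arrays stood against 3 or 4 at the other times. After heat 332 genes were up-regulated and 252 down-regulated at 60 min. At 10 min of heat 3 genes were up-regulated and 2 down-regulated, while 298 genes had an unadjusted p under 0.05 in limma. Under a random slide effect the furfural counts were 144, 326, 191 and 100 from 10 to 120 min, and against the same-slide control 0, 39, 34 and 60. The ethanol counts of 328, 261, 230 and 128 became 370, 281, 253 and 133 with the random effect and 405, 320, 267 and 140 against the controls of the ethanol slides. The time with the most genes depended on the method. With quantile normalization it was 30 min for ethanol (247 genes), 60 min for furfural (595) and 120 min for heat (825), and without a fold threshold 30 min for ethanol (709), 30 min for furfural (1038) and 120 min for heat (1175).

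Several of these counts depended on single arrays. The 2 furfural arrays at 10 min differed from each other 2-fold in 643 genes. The 262 genes at 10 min of furfural became 138, 88 and 655 without control replicate 1, 2 or 3. The 567 at 30 min became 253 without furfural replicate 2. The 315 at 60 min became 150, 112 and 587 without control replicates 1, 2 and 3, and 182 and 40 without furfural replicates 1 and 2. The 204 at 120 min became 119, 118 and 418 without control replicates 2, 3 and 4, and 100 and 24 without furfural replicates 1 and 2. After ethanol the 328 at 10 min became 190 without ethanol replicate 2, and the 230 at 60 min became 139 and 112 without ethanol replicates 1 and 2. After heat the 5 at 10 min became 9 and 0 without control replicates 1 and 2 and 0 without either heat array. The 216 at 30 min became 352 and 116 without heat replicates 1 and 2. Without heat replicate 2 at 120 min 638 genes were called at that time, more than the 584 at 60 min.

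**Figure D1:**
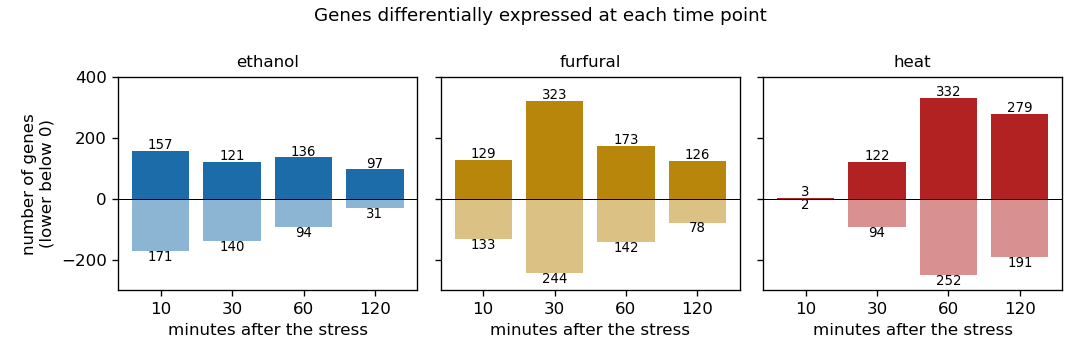
Number of genes differentially expressed at each time point (minutes) after ethanol, furfural and heat, with up-regulated genes above 0 and down-regulated genes below 0. The tallest bars are 323 genes after furfural at 30 min and 332 after heat at 60 min.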

Using a cut off of 2-fold difference in gene expression between the treated and untreated control, 779, 731 and 683 genes were affected by ethanol, furfural or heat treatment respectively during at least one time point sampled, with 1,474 genes significantly (*p* < 0.05) differentially expressed (± 2 fold relative to the control fermentations) in at least one of the stress studies (Additional file 1: Table S1). The microarray dataset has been deposited in NCBI GEO under the accession number GSE40402.

A subset of genes that were differentially expressed 120 min post heat shock and furfural shock relative to the control profiles were selected for real-time quantitative PCR (RT-qPCR) confirmation. 

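On the arrays, Cthe_0482, which encodes the flagellar export protein FliQ, was up-regulated 120 min after heat shock by a log2 fold change of 1.5 (standard error 0.28, adjusted p = 7.7e-05, 4 heat and 4 control arrays). Cthe_1604, which encodes the PstC membrane subunit of a phosphate transporter, fell by 1.60 (standard error 0.40, adjusted p = 0.0019) in the same comparison. Both calls held when each array was left out. After furfural, with 2 furfural and 4 control arrays, Cthe_0482 had a value of 0.07 (adjusted p = 0.91) and Cthe_1604 of -0.73 (adjusted p = 0.31) at 120 min. Cthe_0197, which encodes a glutamine amidotransferase, rose by 1.67 (standard error 0.43, adjusted p = 0.014) after furfural. Its value was 2.21 with the slide as a random effect and 2.89 against the same-slide control, and without furfural replicate 2 it was 1.34 and no longer called.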

The ethanol shock microarray was previously validated [25]. Correlation coefficient values of *R*^*2*^ = 0.96 and 0.93 were obtained for comparisons between the microarray and RT-qPCR expression profiles for heat and furfural shock respectively (Additional file 2), indicating the microarray data were of good quality.

A comparison of the affected genes under each of the stress conditions is summarized in Figure 2 with genes categorized by Clusters of Orthologous Groups (COG) [32]. 

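The ribosomal protein gene Cthe_2187, which encodes S6 of the small subunit, was down-regulated 120 min after each stress. It fell by a log2 fold change of 2.11 after ethanol (standard error 0.28, adjusted p = 3.9e-06, n = 3), by 1.81 after furfural (standard error 0.32, adjusted p = 0.00043, n = 2) and by 1.69 after heat (standard error 0.26, adjusted p = 8.7e-06, n = 4), against 4 controls each. In a random-slide fit it fell by 2.18 after ethanol and by 1.57 after furfural, and against the controls of the same slides by 2.19 and 1.58. These 3 calls held when each array was left out.

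In all, 89 genes were differentially expressed in each of the stresses at some time, of which 53 were up-regulated in all and 23 down-regulated in all. The up-regulated genes included Cthe_2531 to Cthe_2542, Cthe_2801 to Cthe_2804 and the carbohydrate-binding protein gene Cthe_0246. The down-regulated ones included genes for ribosomal proteins L28 (Cthe_1279), S9 (Cthe_1782), L13 (Cthe_1783), S18 (Cthe_2185) and L7/L12 (Cthe_2723). Of the 89 genes 64 are in Table S2. Allowing for slide as a random effect, 86 genes were called in all stresses. For heat this fit still compares different slides, as no control lay on the heat slides. Lists drawn independently would share 31.3 genes. Groups simulated without any change but with the same shared controls gave 0 in each of 100 simulations. Few genes are called in such groups, and the simulated spread was drawn without regard to slide. These simulations therefore cannot tell how much of the overlap stems from shared controls or from slides. Ethanol and furfural shared 193 genes, ethanol and heat 186, and furfural and heat 230, where independent lists would share 121, 133 and 186, and the simulations without change at most 16, 0 and 9. With each stress set against another part of the controls, the genes called in the same direction at 120 min went from 38 to a median of 23.5 for ethanol and furfural, from 46 to 39 for ethanol and heat, and from 65 to 34.5 for furfural and heat.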

One hundred and forty three genes were differentially expressed under all conditions tested. The majority of these shared genes (71), were assigned to the General Function Prediction or Hypothetical Protein Prediction categories. The largest category with a functional prediction was Cellular Processes with twenty-three genes assigned to this group. Within Cellular Processes nine genes had predicted functions in Inorganic Iron Transport and Metabolism and five were involved in Cell Envelope Biogenesis. Additional file 1: Table S2 lists the 143 genes differentially expressed in all the stress conditions. Consistent up-regulation occurred in the eleven genes between Cthe_2532 and Cthe_2542 that include genes encoding components of a putative sulfate transporter (Cthe_ 2532, 2533, 2534) and genes related to the sulfur assimilatory pathway. 

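The sulfite reductase gene Cthe_2541, whose product reduces sulfite to sulfide, was up-regulated 120 min after each stress. Its log2 fold change was 2.96 after ethanol (standard error 0.52, adjusted p = 0.00021, 3 ethanol and 4 control arrays), 3.10 after heat (standard error 0.48, adjusted p = 1e-05, n = 4) and 2.73 after furfural (standard error 0.59, adjusted p = 0.0039, n = 2). In a fit with the slide as a random effect, the ethanol and furfural values were 2.85 and 3.28, and against the controls of the same slides 2.72 and 3.44. Without furfural replicate 2 the furfural value was 2.60 and no longer called.

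All 12 genes from Cthe_2531, which encodes the sulfate-binding protein of the transporter, to Cthe_2542 were up-regulated at 120 min after each stress, also when adjusted over the list alone. Their median log2 fold change was 2.55 after ethanol, 2.49 after heat and 2.32 after furfural, and 2.42 after ethanol and 2.88 after furfural with the slide as a random effect. Against controls of the same slides all 12 were called after ethanol at a median of 2.27, and 11 after furfural at 3.33. Without furfural replicates 1 and 2, 4 and 1 of the 12 stayed called after furfural. In a gene-set test (camera in limma) the adjusted p was 3.54e-14, 2.38e-07 and 1.13e-09 after ethanol, heat and furfural, and 0.213, 0.379 and 0.312 with an estimated correlation between the genes. The region was chosen by the paper, so this test is not independent evidence.

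At 60 min 11 of the genes were up-regulated after heat at a median of 1.94 (12 over the list alone). Without heat replicates 1 and 2, 6 and 0 of them were called. After furfural 12 were called at 60 min at a median of 2.05, and 5, 5, 1 and 0 without control replicates 1 and 2 and furfural replicates 1 and 2. At 30 min of furfural 9 were called (11 over the list alone), and 1, 2, 1, 1 and 0 without control replicates 2, 4 and 5 and furfural replicates 1 and 2. On the furfural slide alone 11 of the genes were called at both times, at medians of 2.60 and 2.38, and with the slide as a random effect all 12 at 2.13 and 2.69. At 10 min of ethanol 4 of the 12 were called against the controls of the ethanol slides, where the median of the region was -0.76.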

Conversion of sulfite to the biologically relevant sulfide may be catalyzed by the enzyme sulfite reductase (Cthe_2541) in a reaction dependent on three molecules of NADPH. Sulfite reductase requires siroheme as a cofactor [33] and other genes within this genomic region encode proteins involved in vitamin B12 metabolism, porphyrin and siroheme biosynthesis. Related to vitamin B12 metabolism, were the genes Cthe_2784-2789 encoding methyltransferases, ferredoxin and cobalamin B12 binding proteins up-regulated after all treatments, which suggests an increased need for vitamin B12 and corrinoid containing proteins upon exposure to each of these stresses. 

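Cthe_2784, which encodes a cobalamin-binding protein, was up-regulated 120 min after ethanol by a log2 fold change of 3.54 (standard error 0.60, adjusted p = 0.00015, 3 ethanol and 4 control arrays) and after heat by 2.30 (standard error 0.56, adjusted p = 0.0015, n = 4). The ferredoxin gene Cthe_2787 of the same region rose by 2.36 (standard error 0.47, adjusted p = 0.001) and 2.08 (standard error 0.44, adjusted p = 0.00038). Given a random slide effect, the ethanol values were 3.73 for Cthe_2784 and 2.54 for Cthe_2787, and against the controls of the ethanol slides 3.56 and 2.36.

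All 6 genes from Cthe_2784 to Cthe_2789 were up-regulated 120 min after ethanol and after heat, at medians of 2.64 and 2.10, and all 6 over the list alone. The ethanol median was 2.84 with the slide as a random effect and 2.65 against the controls of its slides. After furfural 2 of the genes were up-regulated at 60 min (median 1.73, 4 over the list alone) and 2 at 120 min (median 1.67, 5 over the list alone). With the slide as a random effect 0 and 1 of them were called after furfural, and the medians on the furfural slide alone were 0.64 and 1.66. The count at 60 min became 0, 0 and 5 without control replicates 1, 2 and 3 and 0 without either furfural array. The count at 120 min became 1, 0 and 0 without control replicates 1, 2 and 3 and 0 without either furfural array.

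The camera adjusted p of the region was 8.96e-09 after ethanol and 0.000969 after heat at 120 min, and 0.163 and 0.408 with an estimated correlation. For furfural it was 0.00517 at 60 min and 0.00326 at 120 min, and 0.501 and 0.468 with an estimated correlation. The region was chosen by the paper and is not independent evidence. The paper proposes that the cells need more vitamin B12 and corrinoid proteins under each stress, because the genes for such proteins were up-regulated.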

Other genes affected by the three stress treatments with possible redox balance functions included two NADH dehydrogenases (Cthe_0429, Cthe_3023) and an annotated CO dehydrogenase (Cthe_2801). The CO dehydrogenase formed a putative operon with an ABC transporter of unknown function (Cthe_2802-2804) and was affected by all stress treatments. 

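The gene Cthe_2801, annotated as the catalytic subunit of a CO dehydrogenase, was up-regulated 120 min after ethanol by a log2 fold change of 1.92 (standard error 0.30, adjusted p = 5.8e-05, 3 ethanol and 4 control arrays), after heat by 2.42 (standard error 0.28, adjusted p = 3.3e-07, n = 4) and after furfural by 1.78 (standard error 0.35, adjusted p = 0.0014, n = 2). The periplasmic transporter gene Cthe_2802 beside it rose by 2.53 (standard error 0.36), 2.64 (standard error 0.33) and 2.73 (standard error 0.41). With a random slide effect the furfural values were 2.14 for Cthe_2801 and 3.18 for Cthe_2802, and on the furfural slide alone 2.02 and 3.09. The ethanol values were 1.82 and 2.34 with the random effect and 1.84 and 2.41 against the controls of the ethanol slides. Without furfural replicate 2 the value of Cthe_2801 was 1.76 and no longer called.

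All 4 genes from Cthe_2801 to Cthe_2804 were up-regulated at 120 min after each stress, with medians of 1.93 after ethanol, 2.42 after heat and 1.80 after furfural. Without furfural replicate 2 only 1 of the 4 was called after furfural. On the furfural slide alone all 4 were called at a median of 2.49, and with the slide as a random effect at 2.35. The ethanol median was 1.75 with the random effect and 1.73 on the ethanol slides. The camera adjusted p was 2.55e-06, 0.000124 and 2.93e-05, and 0.163, 0.28 and 0.22 with an estimated correlation. The same 4 genes were called over the list alone, and the list was chosen by the paper and is not independent evidence. At 10 and 30 min of ethanol 4 and 3 of the genes were called on the ethanol slides, at medians of -1.22 and -1.04.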

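GrpE, encoded by Cthe_1323, is the nucleotide exchange factor that works with the chaperone DnaK. Cthe_1323 was up-regulated 30 min after ethanol by a log2 fold change of 1.43 (standard error 0.21, adjusted p = 5.5e-06, 3 ethanol and 5 control arrays), after furfural by 1.74 (standard error 0.24, adjusted p = 6.4e-06, n = 2) and after heat by 1.62 (standard error 0.24, adjusted p = 2e-05, n = 2). All 3 calls held when each array was left out. This is a weaker check for those control and ethanol arrays of 30 min whose nearly identical partner stayed in the fit. Under a random slide effect the ethanol and furfural values were 1.38 and 1.83, and against the controls of the same slides 1.44 and 1.69.

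The dnaK gene Cthe_1322 was up-regulated 30 min after ethanol by 1.09 (standard error 0.31, adjusted p = 0.011) and after heat by 1.18 (standard error 0.36, adjusted p = 0.023). The ethanol value was 1.01 with the slide as a random effect and 1.05 against the controls of the ethanol slides, and the call ended without control replicate 2 (0.95), control replicate 4 (0.98) or ethanol replicate 3 (1.01). The heat call ended without control replicate 2 (1.04), control replicate 4 (1.07), heat replicate 1 (1.28) or heat replicate 2 (1.08). After furfural Cthe_1322 had a value of 0.97 at 30 min (standard error 0.36, adjusted p = 0.036) and was not called. It was 1.39 with the slide as a random effect (adjusted p = 0.0046) and 1.12 against the same-slide control (adjusted p = 0.048).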

Genes encoding the molecular chaperones DnaK (Cthe_1322) and GrpE (Cthe_1323) were up-regulated after all stressor treatments.

**Figure 2:**
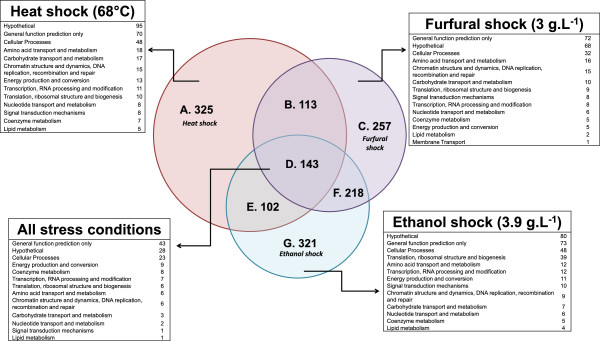
**Comparison of transcriptome response of *C. thermocellum *27405 to ethanol, furfural and heat shock relative to untreated control fermentations.** Genes were categorized into functional groups based on COG assignment and listed for those genes exclusively affected in each treatment or affected in all stresses. A through G categories for each Venn segment is used to cross reference to Additional file 1: Table S1 as listed in the column titled Venn diagram code.

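Among genes called in the same direction at 2 or more time points, those with the highest mean response to ethanol were the glutamine amidotransferase gene Cthe_0197, the urea transporter genes Cthe_1822 and Cthe_1823, Cthe_1539, Cthe_3100, Cthe_0198, Cthe_1821, Cthe_1819, Cthe_1820 and Cthe_0199. Cthe_3100, which encodes diaminopimelate epimerase of cell wall synthesis, rose at 10 min by a log2 fold change of 3.21 (standard error 0.38, adjusted p = 2.3e-07, 2 ethanol and 3 control arrays), and the value was 3.16 with the slide as a random effect and 3.21 against the controls of its slides. The lowest were Cthe_3016, Cthe_2187, Cthe_0747, Cthe_2220, Cthe_2435, Cthe_2436, Cthe_2222, Cthe_1202, Cthe_2525 and Cthe_3022. The hydrogenase maturation gene Cthe_3016 fell by 2.80 at 60 min (standard error 0.39, adjusted p = 1.4e-05, n = 2), by 2.65 with the random effect and by 2.71 on the ethanol slides.

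The ranking after furfural depended on the controls. Against all controls the highest were Cthe_1021, Cthe_0453, Cthe_1561, Cthe_1563, Cthe_1404, Cthe_1545, Cthe_1560, Cthe_1085, Cthe_1230 and Cthe_1753. The sporulation gene Cthe_1021 rose by 3.12 at 30 min (standard error 0.79, adjusted p = 0.0043, 2 furfural and 5 control arrays), by 1.58 with the slide as a random effect, and had a value of 0.63 against the same-slide control. Without furfural replicate 2 its value was 2.92 and no longer called. Cthe_0453 rose by 2.47 at 30 min and had a value of 0.39 against the same-slide control (adjusted p = 0.95). Both with the slide as a random effect and against the same-slide control, none of these 10 genes was among the 10 highest, 9 of which were genes from Cthe_2531 to Cthe_2541, led by Cthe_2531 at means of 2.63 and 3.03 over the times. Against all controls the first gene of that region, Cthe_2535, was at rank 11 with a mean of 1.88. The lowest against all controls were Cthe_0431, Cthe_0428, Cthe_0426, Cthe_0422, Cthe_0425, Cthe_0427, Cthe_2280, Cthe_0430, Cthe_0395 and Cthe_0424. Cthe_0431, a gene of unknown function, fell by 4.59 at 30 min (standard error 0.57, adjusted p = 1.8e-06), by 4.51 with the random effect, and had a value of -3.87 against the same-slide control (adjusted p = 0.11). Of the 10 lowest 8 were again among the 10 lowest with the random effect and 0 against the same-slide control, where 12 genes were called lower at 2 or more times.

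After heat, without the 10 min samples, the highest were Cthe_3125, Cthe_3116, Cthe_1309, Cthe_2448, Cthe_2442, Cthe_3112, Cthe_1644, Cthe_2444, Cthe_3054 and Cthe_3115, and the lowest Cthe_1390, Cthe_1921, Cthe_0665, Cthe_1922, Cthe_1605, Cthe_0431, Cthe_2266, Cthe_0539, Cthe_2265 and Cthe_1279. The hydrolase gene Cthe_1390 fell by 3.00 at 30 min (standard error 0.42, adjusted p = 1.4e-05, 2 heat and 5 control arrays). The PadR family regulator gene Cthe_1921 fell by 3.28 at 60 min (standard error 0.47, adjusted p = 9.2e-06, 2 heat and 3 control arrays).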

A subset of genes that were most differentially expressed (ten up regulated and ten down regulated genes) for each of the stress conditions is given in Table 2. Genes were ranked based on differential gene expression for each of the time points and the ten highest and ten lowest for each time point were given a score, lowest being the genes most down-regulated and highest being genes most up-regulated. The first 10 min time period for heat stress was excluded in this analysis due to few genes passing the significance threshold of *p* < 0.05. This is most likely due to a delay in the cells response to heat stress as seen from the growth curve where the fermentation exhibits an effect from 30 min post stress application. 

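Cthe_3116 encodes mannose-6-phosphate isomerase, which links mannose phosphate to fructose phosphate. It was up-regulated by log2 fold changes of 2.72 at 30 min (standard error 0.39, adjusted p = 1.6e-05, 2 heat and 5 control arrays), 3.39 at 60 min (standard error 0.42, adjusted p = 2.2e-06, 2 heat and 3 control arrays) and 2.15 at 120 min (standard error 0.33, adjusted p = 8.1e-06, 4 heat and 4 control arrays). The phosphoglycerate mutase gene Cthe_2449 rose by 2.47 (standard error 0.36, adjusted p = 2e-05), 2.49 (standard error 0.40, adjusted p = 3.1e-05) and 1.82 (standard error 0.31, adjusted p = 2.9e-05) in the same comparisons. The calls of both genes held when each array was left out. Neither gene was called after furfural, where at 30 min Cthe_3116 had a value of 0.89 (adjusted p = 0.073) and Cthe_2449 of -0.37 (adjusted p = 0.45). In a random-slide fit these furfural values were 1.12 and -0.57, and on the furfural slide alone 1.21 and -0.93.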

Gene expression patterns after heat shock include the up-regulation of central carbon metabolic genes such as Cthe_3116 encoding a mannose-6-phosphate isomerase and Cthe_2449 encoding one of the six *C. thermocellum* ATCC 27405 phosphoglycerate mutase enzymes. Phosphoglycerate mutase was shown to be highly expressed as part of the *E. coli* heat shock response and was suggested to reflect the increased energy demand for the synthesis of heat shock proteins [34]. 

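The small heat shock protein Hsp20, which binds unfolded proteins, is encoded by Cthe_3125. After heat this gene rose by log2 fold changes of 3.66 at 30 min (standard error 0.45, adjusted p = 2.6e-06, 2 heat and 5 control arrays), 3.34 at 60 min (standard error 0.49, adjusted p = 1.2e-05) and 2.74 at 120 min (standard error 0.38, adjusted p = 2.6e-06), and each call held when any array was left out. After furfural it rose by 1.42 at 30 min (standard error 0.45, adjusted p = 0.018, n = 2), by 1.97 with the slide as a random effect, and had a value of 2.16 against the same-slide control (adjusted p = 0.074). That call ended without furfural replicate 1 (1.56) or 2 (1.27).

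The membrane protease modulators HflK and HflC are encoded by Cthe_0665 and Cthe_0666. Cthe_0665 fell by 2.50 at 30 min of heat (standard error 0.38, adjusted p = 2.7e-05), by 2.90 at 60 min (standard error 0.41, adjusted p = 8.3e-06) and by 2.00 at 120 min (standard error 0.32, adjusted p = 1.5e-05). Cthe_0666 fell by 1.88 at 60 min (standard error 0.31, adjusted p = 3.5e-05, 2 heat and 3 control arrays), a call that held with each array left out. Neither was called after furfural, with values at 30 min of 0.71 for Cthe_0665 and 0.16 for Cthe_0666, of 0.42 and 0.21 with the slide as a random effect, and of 0.11 and 0.22 on the furfural slide alone.

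**Figure D2:**
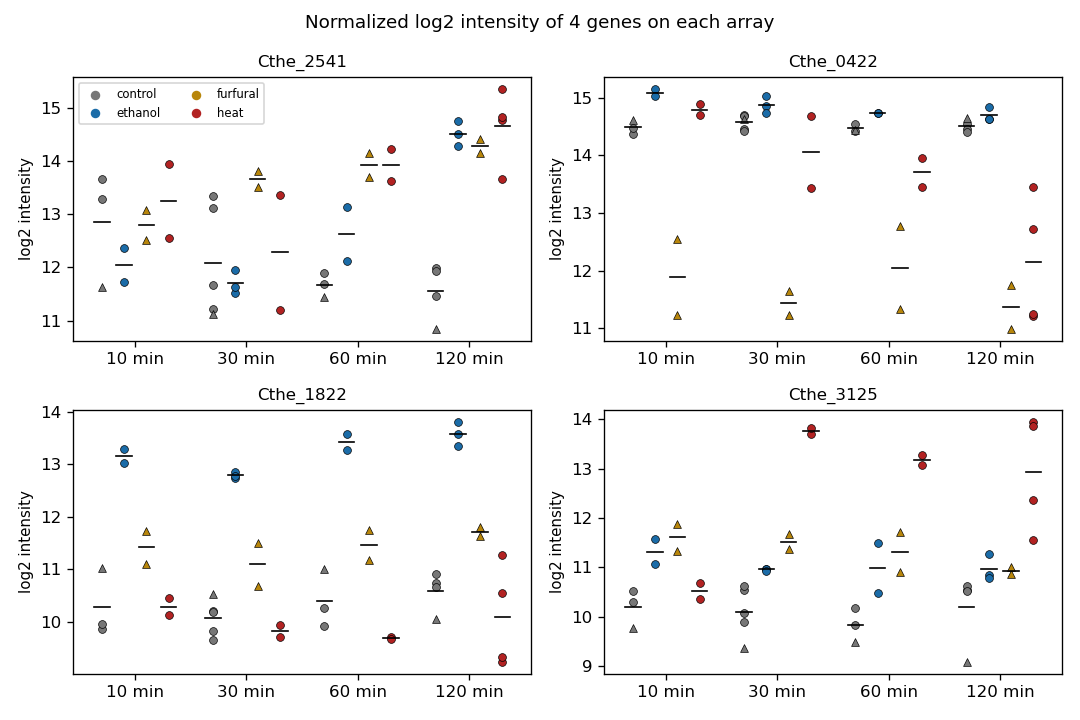
Normalized log2 intensity of Cthe_2541, Cthe_0422, Cthe_1822 and Cthe_3125 on each array against the time after the stress (minutes), with the group mean as a line and triangles for arrays of the furfural slide. Cthe_3125 lay 3.66 above the controls at 30 min of heat.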

Cthe_3125 encoding the heat shock protein Hsp20 was up-regulated after furfural shock and was one of the most highly up-regulated genes after heat shock, with the highest level of expression occurring 30 min after the temperature stabilized at 68°C. Other heat specific responses were a down-regulation of the gene Cthe_0665 and Cthe_0666 encoding the membrane bound HflK and HflC proteins. Homologs of the latter two proteins have a role in sensing heat stress in *E. coli* and triggering a heat shock response via the regulation of the FtsH protease [35]. A gene (Cthe_2276) encoding an FtsH protein was down-regulated in heat stress thus suggesting at least one signaling cascade for sensing environmental stress in *C. thermocellum*.

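FtsH is a membrane-bound ATP-dependent protease, and Cthe_2276 is listed as an AAA ATPase of this kind. The gene was down-regulated by a log2 fold change of 1.52 at 60 min of heat (standard error 0.33, adjusted p = 0.00081, 2 heat and 3 control arrays) and by 1.30 at 120 min (standard error 0.25, adjusted p = 0.00015, 4 heat and 4 control arrays). Both calls held when each array was left out. After furfural Cthe_2276 was not called, with values of -0.39 at 30 min and -0.39 at 120 min, of 0.02 and 0.00 with the slide as a random effect, and of 0.21 and 0.27 on the furfural slide alone. No control array lay on the slides of the heat arrays. From the lower transcript of this gene and of the HflK and HflC genes under heat, the paper proposes a signaling cascade that senses stress.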

**Table 2:** Subset of genes with the highest (n = 10) and lowest (n = 10) differential expression to each of the treatments compared to control fermentations

**Locus tag**	**Functional annotation**	**Ratio: control – stress**^**a**^				**Venn code**
		**10 min**	**30 min**	**60 min**	**120 min**	
**Furfural stress**						
Cthe_0211	Glycoside hydrolase family 16	**−2.22**	**−3.56**	**−2.41**	**−2.87**	D
Cthe_1643	Phage-associated protein	**−2.12**	**−4.49**	**−2.41**	**−2.77**	F
Cthe_1644	Hypothetical protein	**−2.26**	**−4.07**	**−2.27**	**−2.79**	F
Cthe_2531	Sulfate ABC transporter, periplasmic sulfate-binding protein	**−1.87**	**−3.19**	**−3.58**	**−3.99**	F
Cthe_2532	Sulfate ABC transporter, inner membrane subunit CysT	**−1.90**	**−2.92**	**−3.07**	**−3.55**	D
Cthe_2533	Sulfate ABC transporter, inner membrane subunit CysW	**−1.77**	**−2.82**	**−3.29**	**−3.46**	D
Cthe_2535	Adenylylsulfate reductase, thioredoxin dependent	**−1.54**	**−2.86**	**−3.27**	**−3.45**	D
Cthe_2962	Oligopeptide/dipeptide ABC transporter, ATPase subunit	**−1.87**	**−3.04**	**−2.15**	**−2.83**	F
Cthe_2963	Oligopeptide/dipeptide ABC transporter, ATPase subunit	**−1.96**	**−3.33**	**−2.15**	**−2.59**	F
Cthe_3125	Heat shock protein Hsp20	**−2.60**	**−3.21**	**−2.49**	**−2.30**	B
Cthe_0422	Redox-sensing transcriptional repressor rex	**2.98**	**3.47**	**2.81**	**3.48**	B
Cthe_0424	Aminoglycoside phosphotransferase	**1.98**	**3.14**	**2.23**	**2.93**	B
Cthe_0425	Hypothetical protein	**2.49**	**4.07**	**3.23**	**3.84**	D
Cthe_0426	Fe-S cluster domain protein	**2.47**	**3.86**	**2.82**	**3.60**	B
Cthe_0427	Stage II sporulation protein E	**2.31**	**4.20**	**2.46**	**3.42**	D
Cthe_0428	NADH dehydrogenase (ubiquinone) 24 kDa subunit	**3.08**	**5.49**	**3.05**	**4.61**	F
Cthe_0430	Hydrogenase, Fe-only	**1.79**	**4.83**	**2.90**	**4.06**	F
Cthe_0431	Hypothetical protein	**2.24**	**5.64**	**3.15**	**4.74**	D
Cthe_0943	Hypothetical protein	**2.53**	**3.30**	**2.63**	**2.86**	C
Cthe_0944	SMC domain protein	**2.20**	**2.88**	**2.32**	**2.63**	C
**Heat stress**						
Cthe_1309	Radical SAM domain protein	0.14	**−1.94**	**−2.37**	**−2.14**	A
Cthe_1743	Protein of unknown function DUF955	**−1.89**	**−2.77**	**−2.58**	**−2.72**	D
Cthe_1746	Hypothetical protein	−0.33	**−1.99**	**−2.98**	**−1.82**	D
Cthe_1851	Protein of unknown function DUF1113	−0.30	**−2.84**	**−2.29**	**−1.76**	D
Cthe_2448	ABC-type transporter, integral membrane subunit	**−0.40**	**−2.82**	**−2.19**	**−1.66**	A
Cthe_2449	Phosphoglycerate mutase	−0.03	**−2.44**	**−2.04**	**−1.84**	A
Cthe_3054	Hypothetical protein	0.01	**−2.75**	**−2.03**	**−2.33**	B
Cthe_3112	Glycosidase related protein	**−0.71**	**−2.61**	**−2.52**	**−1.71**	B
Cthe_3116	Mannose-6-phosphate isomerase, class I	−0.13	**−2.78**	**−2.84**	**−2.11**	B
Cthe_3125	Heat shock protein Hsp20	−0.06	**−4.07**	**−2.80**	**−2.74**	B
Cthe_0323	Hypothetical protein	−0.44	**1.72**	**2.06**	**1.49**	B
Cthe_0539	ABC transporter related	−0.23	**2.10**	**2.18**	**2.23**	B
Cthe_0665	HflK protein	0.13	**2.47**	**2.95**	**2.03**	A
Cthe_0938	Regulatory protein DeoR	−0.20	**2.22**	**2.53**	**1.96**	D
Cthe_1390	Alpha/beta hydrolase fold	**1.26**	**3.66**	**2.91**	**2.75**	D
Cthe_1921	Transcriptional regulator PadR family protein	**1.03**	**1.77**	**2.94**	**2.65**	A
Cthe_1922	Hypothetical protein	0.56	**1.41**	**2.64**	**2.43**	A
Cthe_2266	Vacuolar H+transporting two-sector ATPase F subunit	−0.03	**1.49**	**2.58**	**1.87**	E
Cthe_2956	Hypothetical protein	0.54	**1.86**	**1.96**	**1.61**	B
Cthe_2957	Hypothetical protein	0.53	**2.01**	**1.56**	**1.57**	B

^a^Negative values indicate greater gene expression in the treatment samples while positive values indicate lower gene expression in the treatment samples compared to the control fermentations. Boldface indicates the differential gene expression was statistically significant (*p* < 0.05).

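Cthe_0422 encodes Rex, a repressor that reads the ratio of NADH to NAD. It was down-regulated at each time point after furfural, by log2 fold changes of 2.60 at 10 min (standard error 0.45, adjusted p = 0.00041, 2 furfural and 3 control arrays), 3.14 at 30 min (standard error 0.41, adjusted p = 4.2e-06), 2.42 at 60 min (standard error 0.45, adjusted p = 0.00082) and 3.15 at 120 min (standard error 0.42, adjusted p = 5.8e-05). Allowing for slide as a random effect, it fell by 2.64, 3.20, 2.46 and 3.20. Against the same-slide control its values were -2.72, -3.19, -2.39 and -3.28, with adjusted p of 0.32, 0.11, 0.22 and 0.11. Without furfural replicate 2 the value at 60 min was -1.70 and no longer called. After heat Cthe_0422 fell by 2.36 at 120 min (standard error 0.35, adjusted p = 5.2e-06, n = 4).

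Of the 11 genes from Cthe_0422 to Cthe_0432, 9, 11, 10 and 10 were down-regulated at 10, 30, 60 and 120 min of furfural, and 10, 11, 10 and 10 over the list alone. Their medians were -1.92, -3.14, -2.24 and -2.72. The medians were -1.98, -3.25, -2.46 and -3.0 with the slide as a random effect, which called 8, 11, 10 and 10 of the genes. On the furfural slide alone they were -2.02, -3.19, -2.39 and -3.28, where limma called 0 of the genes and where each comparison had 1 control array. The count at 10 min became 5 without control replicate 2 and 1 without furfural replicate 1. Without furfural replicate 2 the count became 0 at 60 min and 5 at 120 min. The camera adjusted p was 1.66e-07, 3.6e-11, 3.55e-08 and 1.09e-13, and 0.336, 0.22, 0.312 and 0.163 with an estimated correlation, on a region that the paper chose and that is not independent evidence.

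After heat 10 of these genes were down-regulated at 120 min, with a median of -2.39 (10 over the list alone, camera adjusted p = 1.04e-06, and 0.357 with an estimated correlation). After 30 min of heat 2 were called at a median of -1.30 (4 over the list alone, camera adjusted p = 0.00204, and 0.565 with an estimated correlation). That count became 8 and 0 without heat replicates 1 and 2, and 1 without any 1 of the 5 control arrays. At 60 min 5 were called at a median of -1.27 (7 over the list alone, camera adjusted p = 0.004, and 0.587 with an estimated correlation), 0 without heat replicate 2 and 3 without control replicate 1 or 3. None was called after ethanol against all controls. On the ethanol slides 4 of the 11 were called at 120 min of ethanol, where the median of the region was 0.58.

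**Figure D3:**
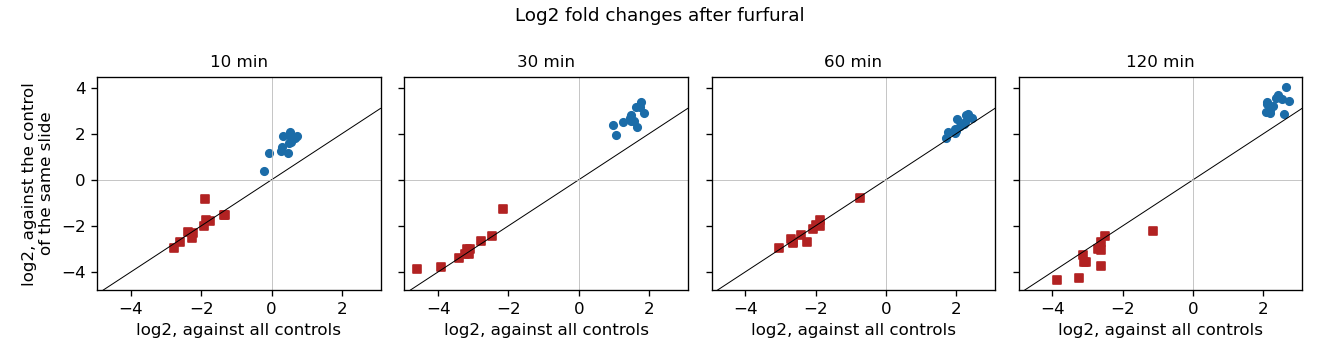
Log2 fold changes after furfural against all controls (x axis) and against the control of the same slide (y axis) at each time point for Cthe_2531 to Cthe_2542 (blue circles) and Cthe_0422 to Cthe_0432 (red squares), with the line of equal values. At 30 min the lowest gene, Cthe_0431, lies at -4.59 and -3.87.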

A region of genes related to redox balance (Cthe_0422-0432) were the most down-regulated genes in response to furfural exposure including the redox response regulator Rex (Cthe_0422), an NADH hydrogenase (Cthe_0427), and a Fe-hydrogenase (Cthe_0430). Within this genomic region is the alcohol dehydrogenase gene (Cthe_0423), which has been identified as important in *C. thermocellum* ethanol tolerance as a shift in cofactor specificity occurs from NADH to NADPH [10] indicating cellular redox status is associated with the functioning of this enzyme. 

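Cthe_0942 encodes RimO, an enzyme that modifies ribosomal protein S12. It fell after furfural by a log2 fold change of 1.36 at 10 min (standard error 0.21, adjusted p = 0.0002, 2 furfural and 3 control arrays), 1.45 at 30 min (standard error 0.19, adjusted p = 5.2e-06) and 1.47 at 60 min (standard error 0.21, adjusted p = 0.00011). In a fit with the slide as a random effect, it fell by 1.45, 1.60 and 1.56, and on the furfural slide alone its values were -1.38, -1.57 and -1.66. These calls held when each array was left out.

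Of the 14 genes from Cthe_0940 to Cthe_0953, 2, 7, 3 and 2 were down-regulated at 10, 30, 60 and 120 min of furfural (2, 8, 4 and 2 over the list alone), at medians of -0.30, -1.05, -0.82 and -0.58. Given a random slide effect, 4, 13, 11 and 8 were called at medians of -0.85, -1.51, -1.38 and -1.15. Against the same-slide control the medians were -0.94, -1.71, -1.53 and -1.71, with 0, 6, 4 and 5 genes called. At 30 min 4, 3 and 2 genes were called without control replicate 5 and furfural replicates 1 and 2. At 60 min 1 was called without control replicate 2 or furfural replicate 2. At 120 min 1 was called without control replicate 2 or 3, and 0 without control replicate 4 or furfural replicate 2.

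After heat 3 genes of the region were down-regulated at 30 min and 3 at 60 min. The first count was 0 without heat replicate 1, and the second 5 without control replicate 1 and 1 without heat replicate 1. After ethanol only Cthe_0953 was called, at 120 min. The camera adjusted p after furfural was 0.0166, 0.000166, 0.000176 and 0.00147, and 0.621, 0.466, 0.466 and 0.547 with an estimated correlation, and the region, chosen by the paper, is not independent evidence.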

Two of the most down-regulated genes after furfural shock were Cthe_0943 and Cthe_0944, which were part of a larger region of Cthe_0940-0953 specifically down-regulated after furfural treatment.

Ethanol stress effects on gene regulation in *C. thermocellum* 27405 have been described [25]. Briefly, genes related to nitrogen metabolism were up-regulated including the subunits of the urease enzymes and related accessory proteins in the genomic region of Cthe_1816-1823, glutamine synthetase (Cthe_1539), and glutamate synthase (Cthe_0198). 

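Cthe_1539 encodes glutamine synthetase, the enzyme that fixes ammonium onto glutamate. It was up-regulated by log2 fold changes of 3.69 at 10 min (standard error 0.45, adjusted p = 2.8e-07, 2 ethanol and 3 control arrays) and 1.94 at 120 min (standard error 0.37, adjusted p = 0.00061, 3 ethanol and 4 control arrays). The urea transporter gene Cthe_1822 rose by 2.88 (standard error 0.42, adjusted p = 5.8e-06) and 2.98 (standard error 0.35, adjusted p = 5e-07), and the glutamate synthase gene Cthe_0198 by 2.87 (standard error 0.41, adjusted p = 3.5e-06) and 2.41 (standard error 0.34, adjusted p = 9.7e-06). With the slide as a random effect the values were 3.87 and 2.03 for Cthe_1539, 3.06 and 3.03 for Cthe_1822, and 2.80 and 2.27 for Cthe_0198. Against the controls of the ethanol slides they were 4.06 and 1.89, 3.25 and 2.80, and 2.86 and 2.07. All of these calls held when each array was left out.

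All 8 genes from Cthe_1816 to Cthe_1823 were up-regulated at each time point of ethanol, also over the list alone and with each array left out. Their medians were 2.19, 2.10, 2.45 and 2.44, or 2.34, 2.14, 2.63 and 2.51 with the slide as a random effect and 2.51, 2.19, 2.76 and 2.29 on the ethanol slides. At 120 min the camera adjusted p was 6.63e-20, and 0.045 with an estimated correlation. At 10, 30 and 60 min it was 7.36e-11, 1.42e-12 and 1.63e-14, and 0.163, 0.127 and 0.0727 with an estimated correlation. The paper chose the region, so it is not independent evidence. None of the 8 genes was called after heat.

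With the 4 further genes from Cthe_1812 to Cthe_1815, the 12 urease and urea uptake genes had 11, 11, 12 and 12 members up-regulated by ethanol, at medians of 1.85, 1.87, 2.03 and 2.33 (camera adjusted p = 3.11e-21 at 120 min, and 0.0542 with an estimated correlation). After furfural 3, 4, 3 and 2 genes of the region from Cthe_1816 to Cthe_1823 were called, 0, 1, 1 and 1 with the slide as a random effect, at medians of 0.43, 0.50, 0.44 and 1.43 on the furfural slide alone. The furfural count at 10 min became 0, 0 and 8 without control replicates 1, 2 and 3, and 5 and 0 without furfural replicates 1 and 2. At 30 min it became 1 without control replicate 2 or furfural replicate 1. At 60 min it became 1, 0 and 5 without control replicates 1, 2 and 3, and 1 and 0 without furfural replicates 1 and 2. At 120 min it became 1 without control replicate 3 or furfural replicate 1 and 0 without furfural replicate 2.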

While, ribosomal proteins and acetate kinase were down-regulated in response to ethanol as previously noted [25].

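Ribosomal protein transcripts fell early after ethanol. Of the 39 ribosomal protein genes named in Table S1, 28, 25, 18 and 1 were down-regulated at 10, 30, 60 and 120 min and none was up-regulated (30, 25, 19 and 2 over the list alone). Their median log2 fold changes were -1.70, -1.20, -0.97 and -0.35. With a random slide effect 32, 27, 18 and 2 were called, and on the ethanol slides 35, 27, 19 and 2 at medians of -1.67, -1.28, -1.00 and -0.37. The camera adjusted p was 3.34e-27 at 10 min and 1.1e-19 at 30 min, and 0.0237 and 0.045 with an estimated correlation, among the 1474 genes that Table S1 names. Some list members share operons, and the list holds only genes that the paper itself called.

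The acetate kinase gene Cthe_1028 was down-regulated by 1.85 at 10 min (standard error 0.23, adjusted p = 4.6e-07, 2 ethanol and 3 control arrays), 1.76 at 30 min (standard error 0.18, adjusted p = 2.8e-08, 3 ethanol and 5 control arrays) and 1.54 at 60 min (standard error 0.23, adjusted p = 2.2e-05). Under a random slide effect it fell by 1.93, 1.76 and 1.62, and against the controls of the ethanol slides by 2.02, 1.79 and 1.69. After furfural 12 of the ribosomal protein genes were down-regulated at 30 min at a median of -0.31, with 8 called with the slide as a random effect and 0 on the furfural slide alone.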

A hierarchical clustering of the 1,474 genes that were significantly differentially expressed by at least 2-fold between a stress condition and the control in at least a single time point was divided into 10 clusters (Figure 3, Additional file 1: Table S1). Clusters 1 through 4 grouped those genes that were in general up-regulated after exposure to stress while Cluster 8 included the majority of genes consistently down-regulated after all the treatments. Cluster 4 consisted of sixteen genes up-regulated consistently after furfural exposure and in the latter time points of heat and ethanol exposure including those related to sulfur transport and assimilation and Cthe_2801-2804 encoding a carbon monoxide dehydrogenase subunit and transporter as mentioned above. Cluster 10 featured fifty-nine genes including the genes Cthe_0422-0432 mentioned above, that were subjected to a rapid and sustained down-regulation after exposure to furfural. Heat shock tended to result in gene down-regulation while ethanol exposure had little effect on the Cluster 10 genes (Figure 3, Additional file 1: Table S1).

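Of the 65 genes that Table S1 places in cluster 10, which hold the Rex gene Cthe_0422 and the alcohol dehydrogenase gene Cthe_0423, 49 were down-regulated at some time after furfural, 29 after heat and 12 after ethanol. All 16 genes of cluster 4, among them the sulfate-binding protein gene Cthe_2531, were up-regulated after each stress. Cluster 8, with 166 genes, had 64 down-regulated genes after ethanol, 85 after furfural and 90 after heat, and 2 were up-regulated, both after furfural. In cluster 1, with 246 genes, 128 were up-regulated after ethanol and 67 after furfural, while after heat 21 were up-regulated and 41 down-regulated. Cluster 2, with 124 genes, had 73 up-regulated after furfural, 9 after ethanol and 19 after heat. Cluster 3, with 137 genes, had 65, 73 and 118 up-regulated genes after ethanol, furfural and heat. The furfural counts with a random slide effect were 60 down-regulated in cluster 10, 16 up-regulated in cluster 4, 62 down-regulated in cluster 8, and 34, 48 and 77 up-regulated in clusters 1, 2 and 3, and against the same-slide control they were 17, 15, 3, 3, 7 and 18. The ethanol counts were 11, 16, 73, 134, 10 and 66 with the random effect and 8, 16, 87, 142, 17 and 75 on the ethanol slides. In the other direction, 3 and 8 genes of cluster 4 were down-regulated at some time of ethanol in these 2 fits, 5 and 9 of cluster 2 were down-regulated (3 against all controls), and 1 and 7 of cluster 10 were up-regulated. The clusters were formed by the paper from the same arrays, so these counts are not independent evidence.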

**Figure 3:**
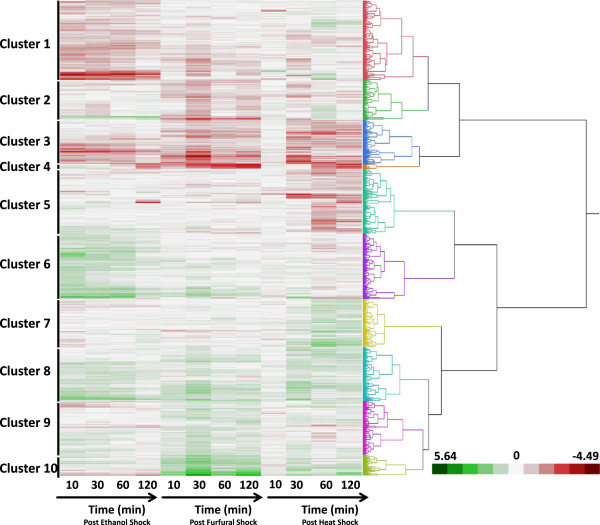
**Hierarchical clustering of the 1,474 genes significantly (*p *> 0.05) differentially expressed in the treatments relative to the control *C. thermocellum *fermentations over the four sampling time points analyzed in this analysis.** Genes were grouped into ten clusters based on responses to ethanol, furfural and heat treatments. Red indicates higher expression relative to the control, green represents down regulation of gene expression relative to the control.

### Cellulosome genes

Fifty-six genes associated with the cellulosome were differentially regulated in at least one of the three stress conditions (Additional file 1: Table S1). Seven cellulosome genes were consistently up-regulated in at least one time point after stress including the glycoside hydrolases (Cthe_0745 Cthe_2590). These were recently shown to be affected by growth rate where higher expression from these loci occurred at lower growth rates [21]. These expression patterns would therefore reflect the decreased growth rates in the batch fermentations once stress had been applied. It is plausible that other cellulosome related genes with consistent increased expression across the stress treatments were also a growth rate effect rather than a reaction to the application of each of the stressors.

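The cellulosomal family 9 glycoside hydrolase gene Cthe_0745 was up-regulated by ethanol, by a log2 fold change of 2.20 at 10 min (standard error 0.44, adjusted p = 0.00043, 2 ethanol and 3 control arrays) and 1.80 at 30 min (standard error 0.35, adjusted p = 0.00028, 3 ethanol and 5 control arrays). In a random-slide fit these values were 2.18 and 1.78, and on the ethanol slides 2.22 and 1.86. The family 10 hydrolase gene Cthe_2590 rose 30 min after furfural by 2.33 (standard error 0.46, adjusted p = 0.00042, n = 2), by 1.94 with the random effect, and had a value of 1.44 against the same-slide control (adjusted p = 0.12). These 3 calls held with each array left out. After heat Cthe_2590 rose by 1.19 at 120 min (standard error 0.38, adjusted p = 0.015, n = 4), a call that ended without heat replicate 3 (0.97). Its ethanol value at 10 min was 1.44 (standard error 0.50, adjusted p = 0.042), 1.64 with the random effect and 1.78 on the ethanol slides, and the call ended without control replicate 2 (0.95), ethanol replicate 1 (1.55) or ethanol replicate 2 (1.33).

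Of the 25 genes whose names in Table S1 refer to the cellulosome, 7 were up-regulated and 2 down-regulated at some time after ethanol, 5 and 3 after furfural, and 6 and 4 after heat. At 60 min of heat 8 were called, and 5 without heat replicate 2. At 10 min of ethanol 6 were called at a median of 0.52 (camera adjusted p = 0.00515, and 0.28 with an estimated correlation).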

### Transcriptional regulators

Sixty-one transcriptional regulators were differentially expressed in at least one stress condition (Additional file 1: Table S3). Four regulators, Cthe_1619, Cthe_1745, Cthe_2808 and Cthe_2969 were consistently up-regulated in the three stress conditions relative to the control and are located next to genes also up-regulated. Cthe_1745 was up-regulated in all conditions and located in the region Cthe_1743-1750. This region was up-regulated after all treatments relative to the control fermentations and includes genes coding DNA mismatch repair enzymes, restriction endonucleases and genes functionally annotated as hypothetical. 

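Cthe_1745, a helix-turn-helix regulator gene, was up-regulated 60 min after heat by a log2 fold change of 2.53 (standard error 0.56, adjusted p = 0.0011, 2 heat and 3 control arrays), a call that held with each array left out. The DNA cytosine methyltransferase gene Cthe_1749 of the same region rose by 1.54 (standard error 0.33, adjusted p = 0.00067) in that comparison. After ethanol Cthe_1749 rose at 30 min by 1.20 (standard error 0.26, adjusted p = 0.00093, 3 ethanol and 5 control arrays), by 1.13 with the slide as a random effect and by 1.14 on the ethanol slides. After furfural Cthe_1745 had a value of 1.59 at 10 min (standard error 0.56, adjusted p = 0.054), 1.94 with the slide as a random effect (adjusted p = 0.036) and 2.23 against the same-slide control (adjusted p = 0.62).

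Of the 8 genes from Cthe_1743 to Cthe_1750, 7, 8 and 5 were up-regulated at 30, 60 and 120 min of heat at medians of 1.63, 2.10 and 1.20. Without heat replicate 2 the counts were 3 at 30 min and 5 at 60 min. At 120 min they were 3, 2 and 3 without heat replicates 1 and 4 and control replicate 4. The camera adjusted p was 2e-06, 3.97e-05 and 0.00793, and 0.304, 0.357 and 0.556 with an estimated correlation. At 60 min of ethanol 5 were called at a median of 1.62 (8 over the list alone, camera adjusted p = 4.23e-06, and 0.312 with an estimated correlation), and 3 without control replicate 2 or 3 or either ethanol array. After 30 min of furfural 3 were called at a median of 1.17 (5 over the list alone), 4 with the slide as a random effect and 0 on the furfural slide alone at a median of 1.39. That count was 5 without control replicate 1 and 0 without furfural replicate 2. The region was chosen by the paper and is not independent evidence.

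Of the 61 regulators in Table S3, 45 were called in at least 1 stress, 15 after ethanol, 18 after furfural and 32 after heat, and 2 in all. The AbrB family regulator gene Cthe_1619, 1 of these 2, rose by 1.90 at 10 min of ethanol (standard error 0.31, adjusted p = 3.4e-05, n = 2) and by 1.51 at 30 min of furfural (standard error 0.28, adjusted p = 0.00028, n = 2). The ethanol value was 1.84 with the slide as a random effect and 1.91 on the ethanol slides, and the furfural value 1.59 and 1.28. After heat it rose by 1.23 at 30 min (standard error 0.28, adjusted p = 0.0029), a call that ended without heat replicate 1 (1.02).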

Cthe_2808, a LacI repressor was up-regulated after all stresses and its repression in *C. thermocellum* has been shown to be alleviated by laminaribiose [27,36]. 

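The LacI family gene Cthe_2808 encodes the repressor of a laminarinase region. It was up-regulated at each time point of ethanol, most at 30 min, by a log2 fold change of 2.03 (standard error 0.21, adjusted p = 2.7e-08, 3 ethanol and 5 control arrays), and by 1.42 at 30 min of heat (standard error 0.24, adjusted p = 0.00015, n = 2). The ethanol value was 2.01 with the slide as a random effect and 2.09 on the ethanol slides, and both calls held with each array left out. After furfural Cthe_2808 had values of 0.92, 0.91, 0.86 and 0.14 at 10, 30, 60 and 120 min, with adjusted p of 0.021, 0.0061, 0.027 and 0.73. Allowing for slide as a random effect, these were 0.81, 0.93, 0.76 and 0.15, and on the furfural slide alone 0.68, 0.69, 0.66 and 0.57. Its neighbour Cthe_2807 rose by 1.96 at 10 min of ethanol (1.94 with the random effect and 1.93 on the ethanol slides) and by 1.35 at 30 min of heat, and Cthe_2809 by 1.24 at 30 min of ethanol (1.22 and 1.31) and by 1.30 at 30 min of heat.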

The genes (Cthe_2807 and Cthe_2809) that the LacI regulator is known to repress were up-regulated after each of the stress treatments, although these genes were just below the 2-fold threshold for differential expression after furfural treatment. This suggests that the expression of these genes can be influenced by other environmental stimuli besides the presence of laminaribiose.

Other regulators of interest included Cthe_2524 which is located upstream of the sulfate transporter mentioned above and was down-regulated after all stress treatments. 

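The Rrf2 family regulator gene Cthe_2524, whose relatives sense iron-sulfur clusters, was down-regulated by ethanol by log2 fold changes of 2.26 at 10 min (standard error 0.28, adjusted p = 3.6e-07, 2 ethanol and 3 control arrays), 1.87 at 30 min (standard error 0.22, adjusted p = 3.2e-07) and 1.49 at 60 min (standard error 0.28, adjusted p = 0.00042). In a fit with the slide as a random effect, it fell by 2.34, 1.87 and 1.57, and on the ethanol slides by 2.50, 1.91 and 1.53. After furfural it fell by 1.66 at 10 min (standard error 0.28, adjusted p = 0.0004, n = 2), by 1.5 with the random effect, and had a value of -1.19 against the same-slide control (adjusted p = 0.48). These 4 calls held when each array was left out. After heat Cthe_2524 was not called at any time, with values of -0.94 at 30 min and 0.87 at 120 min.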

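PhoU is a negative regulator of phosphate uptake, encoded by Cthe_1601 beside the transporter genes Cthe_1602 to Cthe_1605. At 10 min of ethanol Cthe_1601 rose by a log2 fold change of 1.15 (standard error 0.27, adjusted p = 0.0027, 2 ethanol and 3 control arrays), or 1.08 with the slide as a random effect and 1.07 on the ethanol slides. At 120 min of heat it fell by 1.09 (standard error 0.21, adjusted p = 0.00012, 4 heat and 4 control arrays). Its furfural value was 0.01 at 30 min, 0.12 with the random effect and 0.18 on the furfural slide alone. The ATPase gene Cthe_1602 moved further, by 2.62 at 10 min of ethanol (standard error 0.37, adjusted p = 3.5e-06) and -2.25 at 60 min of heat (standard error 0.37, adjusted p = 4e-05). Its ethanol value was 2.61 with the random effect and 2.71 on the ethanol slides. All of these calls held when each array was left out.

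The phosphate uptake genes of Table S1, 6 in number, had 5 members up-regulated at some time after ethanol, 6 down-regulated after heat and 0 called after furfural. Their median was 2.21 at 10 min of ethanol (camera adjusted p = 0.00268, and 0.379 with an estimated correlation) and -2.26 at 60 min of heat (adjusted p = 0.00054, and 0.319 with an estimated correlation). The ethanol median was 2.19 with the slide as a random effect and 2.29 on the ethanol slides.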

The putative phosphate uptake regulator PhoU, encoded by Cthe_1601, was up-regulated under ethanol stress, down-regulated after heat stress and unaffected by furfural treatment and is located beside the phosphate transport components. 

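Cthe_2521, a sigma factor gene that Table S1 lists as sigma-I, fell 30 min after ethanol by a log2 fold change of 1.31 (standard error 0.30, adjusted p = 0.0016, 3 ethanol and 5 control arrays), by 1.23 with the slide as a random effect and by 1.21 on the ethanol slides. It fell by 1.44 at 60 min of heat (standard error 0.37, adjusted p = 0.0041, n = 2) and by 1.76 at 120 min (standard error 0.29, adjusted p = 2.3e-05, n = 4). All 3 calls held with each array left out. After furfural it fell by 1.30 at 30 min (standard error 0.34, adjusted p = 0.0058, n = 2), by 1.60 with the random effect and by 1.71 against the same-slide control (adjusted p = 0.048). The furfural call ended without furfural replicate 1 (-1.26) or 2 (-1.34).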

The housekeeping sigma factor sigma 70 (Cthe_2521), required for transcriptional initiation, was down-regulated under all stress conditions. 

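CtsR represses genes for Clp proteases and chaperones in related bacteria. Its gene Cthe_1792 had a log2 fold change of 1.09 (standard error 0.20, adjusted p = 5.8e-05, 4 heat and 4 control arrays) and was called at no other time or stress. The call ended without control replicate 2 (0.99), heat replicate 1 (0.95) or heat replicate 4 (0.94), since the value then fell short of 2-fold. After furfural its value at 120 min was 0.15 (adjusted p = 0.71), 0.01 with the slide as a random effect and -0.09 on the furfural slide alone.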

The gene Cthe_1792, encoding a CtsR regulator or Firmicute transcriptional repressor of Class III stress genes was up-regulated 120 min post heat treatment.

### Regulatory motif analysis

A motif identification strategy was undertaken to identify *cis* regulatory motifs in the promoter regions of genes identified as differentially expressed in at least one of the stress analyses. In total, 120 *cis* regulatory motifs were identified by a phylogenetic comparison framework using 39 *Clostridium* strains and 17,328 different *C. thermocellum* ATCC27405 genomic regions of interest were identified (Additional file 1: Table S4). The 120 motifs are further clustered into fifty-four groups regarding their patterns’ similarity (Motif cluster ID column, Additional file 1: Table S4) and were used for a co-expression analysis to identify those genes in the stress studies that potentially formed an operon and were downstream from a particular motif. Six motifs (Additional file 3: Table S5) were located in the promoter regions of genes that were co-regulated and investigated further to identify potential regulators that had responded to heat, furfural or ethanol stress. We highlight several motifs below and provide the others as supplemental material.

Genes with the mapped Motif 29 in general responded to stress treatments similarly, while genes with Motif 51 tended to respond to ethanol stress more than heat or furfural. Motif 29 (Additional file 3: Table S5) appeared upstream of 14 genes, five of which encoded a putative sulfate transporter (Cthe_2531-2535) that appeared to be co-expressed and potentially form an operon. Motif 29 was most similar to a sequence recognized by IscR (Iron sulfur cluster Regulator) from Rickettsiales. A BLASTP search using the IscR amino acid sequence from *Clostridium acetobutylicum* ATCC 824 as the query sequence against *C. thermocellum* 27405 found one of the top hits (ID 70/208, 99% sequence coverage) in *C. thermocellum* as Cthe_2524, currently annotated as a BadM/Rrf2 family transcriptional regulator and located upstream of the sulfate transporter Cthe_2531-2535. Cthe_2524 was down-regulated after all stress treatments and may have a negative regulatory role in the transcription of the downstream sulfate transport genes. Interestingly, Motif 29 occurs upstream of a gene encoding Hsp20 (Cthe_3125) and could indicate the sulfate transport system up-regulation is part of a general stress response coordinated with the classical heat shock response. Motif 51 (Additional file 3: Table S5) was identified upstream of 16 genes, encompassing three regions of putative co-expression. Two cellulosome related dockerins (Cthe_0729 and Cthe_0246) and a glycosyl transferase were both induced by ethanol treatment and had Motif 51 upstream of the transcriptional start site. 

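AraC family proteins often act on sugar metabolism genes. The AraC family gene Cthe_2634 was not called after ethanol, with a log2 fold change of -0.46 at 10 min (2 ethanol and 3 control arrays). After furfural Cthe_2634 fell by 1.17 at 30 min (standard error 0.34, adjusted p = 0.011, 2 furfural and 5 control arrays), and its value was -0.71 with the slide as a random effect (adjusted p = 0.095) and -0.18 against the same-slide control. That call ended without furfural replicate 1 (-0.93).

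Of the dockerin and carbohydrate-binding genes linked to this motif, Cthe_0246 was up-regulated by 2.00 at 10 min of ethanol (standard error 0.46, adjusted p = 0.0024) and by 1.95 at 30 min (standard error 0.37, adjusted p = 0.00022). Given a random slide effect, these were 2.10 and 2.00, and on the ethanol slides 2.20 and 2.15. After furfural Cthe_0246 rose by 2.45 at 30 min (standard error 0.42, adjusted p = 0.00011), by 2.29 with the random effect, and its same-slide value was 1.65 (adjusted p = 0.11). These 3 calls held with each array left out. Cthe_0729 rose only at 60 min of ethanol, by 1.22 (standard error 0.38, adjusted p = 0.031), or 1.23 with the random effect and 1.19 on the ethanol slides. That call ended without control replicate 2 (1.13), control replicate 3 (1.19), ethanol replicate 1 (0.98) or ethanol replicate 2 (1.46).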

The consensus regulatory motif sequence is most likely recognized by a member of the AraC family of regulators with one AraC regulator (Cthe_2634) down-regulated within 10 min after ethanol stress.

## Discussion

This study sought to investigate the effect of furfural and heat stress on the physiology of the candidate CBP organism *C. thermocellum* and compare this to a previously published dataset based on ethanol stress [25]. 

Under the conditions used in this study, both heat and furfural stress caused a reduction in the fermentation growth rate compared to the untreated control and a decrease in the main fermentation products ethanol and acetate occurred as a result (Table 1). Acetyl-CoA is a branch point in *C. thermocellum* metabolism where carbon flow is directed towards either of two main fermentation products, acetate or ethanol [6]. The decreased growth of the cells following stress treatment likely reflects the impact to cellular physiology via a reduction in available cellular ATP as the reactions catalyzed by phosphotransacetylase and acetate kinase generates ATP and acetate [6]. Phosphotransacetylase (PTA; Cthe_1029) and acetate kinase (Cthe_1028) were down-regulated after all treatments, although PTA was not significantly down-regulated after heat shock (Additional file 1: Table S1). 

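Phosphotransacetylase and acetate kinase form acetate from acetyl-CoA with a gain of ATP. After furfural the acetate kinase gene Cthe_1028 was down-regulated by log2 fold changes of 1.32 at 10 min (standard error 0.23, adjusted p = 0.00051, 2 furfural and 3 control arrays), 1.55 at 30 min (standard error 0.21, adjusted p = 6.3e-06) and 1.48 at 60 min (standard error 0.23, adjusted p = 0.00013). The phosphotransacetylase gene Cthe_1029 fell by 1.42 at 30 min (standard error 0.23, adjusted p = 6.4e-05). These calls held when each array was left out. With the slide as a random effect Cthe_1028 fell by 1.16, 1.54 and 1.32 and Cthe_1029 by 1.51. On the furfural slide alone the values were -0.98, -1.45 and -1.18 for Cthe_1028 and -1.54 for Cthe_1029. After ethanol Cthe_1029 fell by 2.03 at 10 min (standard error 0.25, adjusted p = 4.7e-07), by 2.07 with the random effect and by 2.12 on the ethanol slides. Neither gene was called after heat.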

Acetyl-CoA can be converted to acetylaldehyde by the action of aldehyde dehydrogenase encoded by Cthe_2238 [20,24] or the activity of a bifunctional alcohol/aldehyde dehydrogenase (Cthe_0423) [10]. The former gene was not differentially regulated after heat shock or furfural shock; however Cthe_0423, encoding the enzyme capable of catalyzing both acetyl-CoA to acetylaldehyde and acetylaldehyde to ethanol was dramatically down-regulated after furfural shock from 10–120 min post shock by log_2_ ratios ranging from 1.91 to 2.60 (in Additional file 1: Table S1). By 120 min post heat shock, Cthe_0423 was down-regulated by a log_2_ ratio of 2.57 (Additional file 1: Table S1). These changes of expression are reflected in the amount of ethanol detected across the stress period (Table 1). 

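AdhE, the bifunctional enzyme encoded by Cthe_0423, forms acetaldehyde and then ethanol. Its gene fell by log2 fold changes of 2.48 at 30 min of furfural (standard error 0.36, adjusted p = 1.7e-05, 2 furfural and 5 control arrays), 2.51 at 120 min of furfural (standard error 0.38, adjusted p = 9.1e-05) and 2.53 at 120 min of heat (standard error 0.31, adjusted p = 4.8e-07, 4 heat and 4 control arrays). All 3 calls held with each array left out. At 10 and 60 min of furfural it fell by 1.87 and 1.87, calls that ended without furfural replicate 1 (-1.39) and furfural replicate 2 (-1.26). With a random slide effect the furfural values from 10 to 120 min were -1.80, -2.43, -1.80 and -2.46, and against the same-slide control -1.76, -2.44, -1.76 and -2.42. The aldehyde dehydrogenase gene Cthe_2238 was called after no stress, and its value at 30 min of furfural was 0.10 (adjusted p = 0.78), -0.09 with the random effect and -0.19 on the furfural slide.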

No net ethanol was produced after furfural treatment and an apparent reduction occurred after heat stress. The detectable levels for ethanol after heat treatment did vary and we cannot rule out the effect of increased evaporation on ethanol concentrations as the temperature of the fermentor was raised. Lactate, typically a minor fermentation product was dramatically increased after furfural treatment (Table 1) despite no differences identified in the expression of the gene encoding lactate dehydrogenase (Cthe_1053) under this condition (Additional file 1: Table S1). 

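Lactate dehydrogenase reduces pyruvate to lactate and regenerates NAD. Its gene Cthe_1053 had log2 fold changes of 0.48, 0.43, 0.46 and -0.03 at 10, 30, 60 and 120 min of furfural, with standard errors of 0.45, 0.41, 0.45 and 0.43 (2 furfural and 3 to 5 control arrays). The adjusted p was 0.47, 0.43, 0.50 and 0.97. Under a random slide effect the values were 0.58, 0.56, 0.55 and 0.09, and on the furfural slide alone 0.62, 0.39, 0.56 and 0.40. After heat Cthe_1053 was down-regulated by 1.93 at 60 min (standard error 0.45, adjusted p = 0.0016, n = 2) and by 1.52 at 120 min (standard error 0.35, adjusted p = 0.00086, n = 4), and both calls held with each array left out.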

The pathway to lactate has no net loss of carbon to CO_2_, hence the increased proportion of carbon recovery compared to the control fermentations, and it also generates an NAD which may help rebalance electron flow after furfural stress. The application of fermentation end-products can induce shifts in *C. thermocellum* strain ATCC 27405 metabolism and corresponding enzyme levels do not necessarily compare with differences in end-product yields [37], as was also the case for some key genes in this study.

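Cthe_0933, a gene of fatty acid synthesis, was down-regulated at each time point of furfural, by log2 fold changes of 1.21, 1.62, 1.61 and 1.64 at 10, 30, 60 and 120 min (n = 2 at each). In a random-slide fit it fell by 1.15, 1.51, 1.55 and 1.55, and its values against the same-slide control were -1.18, -1.23, -1.49 and -1.68. In all, 71 genes were called at all 4 time points of furfural, 29 up-regulated and 42 down-regulated, compared with 44 after ethanol and 0 after heat, where 10 min had 5 genes called and 298 at an unadjusted p under 0.05 in limma. In the random-slide fit these were 38 genes after furfural and 52 after ethanol. Against the same-slide control limma called 0 genes at 10 min of furfural (291 at an unadjusted p under 0.05), and hence 0 at all 4 times. Of the 262 genes called at 10 min of furfural without a slide effect, 219 were called in the same direction at 30 min. All furfural arrays lay on 1 slide, so a lasting difference of that slide would give such persistence too. At 120 min 26.0% of the genes called at 10 min of furfural had a log2 fold change less than 0.5 times as large. Between 10 and 120 min the response of 0 genes differed in a limma test of the interaction of stress and time (135 at an unadjusted p under 0.05). With 2 furfural arrays at each time this test can miss changes, so it does not show that the response stayed constant. The 16 genes of cluster 4, which the paper formed from the same arrays, had a median of 0.39 at 10 min, with 0 called. At 120 min of furfural their median was 2.23, with 16 called. The paper concludes from the patterns over time that the response to furfural is rapid and prolonged.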

Patterns of differential expression in the shock relative to the control indicated that the response to furfural is rapid and is maintained for a prolonged period of time. Previous work in *Saccharomyces cerevisiae* has shown that furfural tolerance requires a functional pentose phosphate pathway, and causes an accumulation of reactive oxygen species [38,39]. The redox status of the cell after furfural exposure is likely to be considerably disturbed and some of the most down-regulated genes after exposure to furfural were those in the genomic region around the gene (Cthe_0423) encoding the NADH dependent AdhE [10] and the Rex transcriptional repressor (Cthe_0422). Growth inhibition caused by furfural exposure has been shown to result from NAD(P)H depletion as the reduction of furfural to the less toxic furfuryl alcohol is catalyzed by NAD(P)H dependent oxidoreductases on NAD(P)H, thus competing with NAD(P)H dependent alcohol dehydrogenases and impeding alcohol production [40,41]. This is a likely explanation for the increased lactate production and the complete halt in ethanol production when *C. thermocellum* was treated with furfural. Furfural toxicity effects have also been demonstrated to impact in the assimilation of sulfur, as sulfite reductase is reliant on NADPH, which leads on to effects in the biosynthesis of cysteine and methionine [40]. The *C. thermocellum* Cthe_2801 gene encodes a putative carbon monoxide dehydrogenase and this enzyme may play a role in dealing with redox imbalance associated with the oxidative stress from furfural exposure, or the more extreme stress imposed by the conditions used in this study. One report has shown that CO inhibits *C. thermocellum* hydrogenases and can increase the ratio of ethanol to acetate production [42]. However, no evidence exists as to whether *C. thermocellum* can utilize the substrates of this enzyme, CO or the reverse reaction, CO_2_ as a carbon source.

The effect of raising the temperature of the fermentor from 58°C to 68°C resulted in a drop in culture turbidity 30 min after the temperature was stabilized at the higher temperature (Figure 1). Heat shock proteins are conserved and in *B. subtilis* the heat shock response genes are split into six classes, four of which I, III, IV and V were affected by the stress treatments (See review [43]). An induction of the *C. thermocellum* genes homologous to the *B. subtilis* Class I heat shock response genes occurred after all stress treatments. These included the genes encoding DnaK (Cthe_1322), the GroES domain protein (Cthe_2445), and genes in the *dnaK* operon (Cthe_1321-Cthe_1324). 

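The HrcA repressor gene Cthe_1324, the first of the dnaK operon, was up-regulated after furfural by a log2 fold change of 1.35 at 10 min (standard error 0.22, adjusted p = 0.0004, 2 furfural and 3 control arrays) and by 1.37 at 30 min (standard error 0.21, adjusted p = 2.3e-05, 2 furfural and 5 control arrays). Allowing for slide as a random effect, these values were 1.24 and 1.33, and on the furfural slide alone 1.23 and 1.19. At 30 min of heat Cthe_1324 rose by 1.38 (standard error 0.21, adjusted p = 2.3e-05, n = 2). These 3 calls held with each array left out. Cthe_2445, a zinc alcohol dehydrogenase of the GroES-like fold, rose at 60 min of heat by 2.17 and at 120 min by 1.76. Neither gene was called after ethanol.

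The 4 genes from Cthe_1321 to Cthe_1324 were all up-regulated at 30 min of heat at a median of 1.28 (camera adjusted p = 9.01e-06, and 0.0542 with an estimated correlation). At 10 min of furfural 3 were called at a median of 1.19 (camera adjusted p = 3.97e-05, and 0.0599 with an estimated correlation), 4 with the slide as a random effect, and the median on the furfural slide alone was 1.31. After 30 min of ethanol 2 were called at a median of 0.93, and 1 without control replicate 2, control replicate 4 or ethanol replicate 3. The operon was chosen by the paper and is not independent evidence.

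Table S1 names 10 chaperone genes, of which Cthe_0388 and Cthe_2445 are dehydrogenases and Cthe_3015 a hydrogenase assembly protein. At 30 min of heat 8 were up-regulated at a median of 1.39 (camera adjusted p = 4.80e-06, and 0.045 with an estimated correlation), and 5 without heat replicate 2. After 30 min of furfural 6 were up-regulated and 1 down-regulated at a median of 1.22 (6 and 1 over the list alone, camera adjusted p = 0.00942, and 0.227 with an estimated correlation). Of these 7 genes 4, 4 and 2 were called without control replicate 2 and furfural replicates 1 and 2. The median was 1.05 on the furfural slide alone.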

The *dnaK* operon in *C. thermocellum* has a similar architecture to that in *B. subtilis*[43] and includes the genes encoding HrcA repressor, GrpE, DnaK, DnaJ. Class III heat stress response genes are regulated by the CtsR regulator. The CtsR regulator in *C. thermocellum* 27405 is most likely encoded by the gene Cthe_1792, currently annotated as the Firmicute transcriptional repressor of class III stress genes (Additional file 1: Table S1). This gene was up regulated 120 min after heat stress (Additional file 1: Table S1). Interestingly, knockout of the *ctsR* gene in *Lactobacillus sakei* bypassed the lag phase during fermentation [44] and could provide a direction for metabolic engineering of the *C. thermocellum* strain. The Class IV heat shock regulon has a single member, HtpG/Hsp90. 

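Hsp90, encoded by Cthe_0550, is a chaperone that acts late in protein folding. Cthe_0550 was up-regulated 30 min after heat by a log2 fold change of 1.65 (standard error 0.34, adjusted p = 0.001, 2 heat and 5 control arrays), a call that held when each array was left out. At 30 min of furfural it rose by 1.25 (standard error 0.34, adjusted p = 0.0066, n = 2), by 1.64 with the slide as a random effect, and its value against the same-slide control was 1.59 (adjusted p = 0.053). The furfural call ended without furfural replicate 2 (1.23). Cthe_0550 was not called at any time point of ethanol.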

The gene Cthe_0550 is annotated as encoding Hsp90 and was up regulated after all stress treatment (Additional file 1: Table S1). Overexpression of *htpG* was recently shown to enhance butanol tolerance and eventual strain adaptation to butanol in *C. acetobutylicum*[45] and could provide a route for enhanced solvent resistance in *C. thermocellum.*

## Conclusions

In summary, transcriptome analyses revealed a global view of the responses of the *C. thermocellum* to the challenge of two stressors, furfural and heat, for the first time. Many genes were considered differentially expressed in response to two or more of the stress exposures, and 325, 257, and 321 genes were considered responsive to heat, furfural, or ethanol stress specifically using the stringency criteria applied in this study. This study suggests the involvement of *C. thermocellum* genes with functions in oxidative stress protection, electron transfer, detoxification, sulfur and nitrogen acquisition, and DNA repair mechanisms in the stress responses and the use of different regulatory networks to coordinate and control adaptation. This study has identified *C. thermocellum* gene regulatory motifs and aspects of physiology and gene regulation for further study.

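Genes called in a single stress numbered 227 for ethanol, 386 for furfural and 463 for heat, and 431 genes were called in 2 or more stresses. Because a gene can pass in 1 stress and just miss the threshold in another, the stresses were also compared directly at each time. In these comparisons 1866 genes differed between 2 stresses at 1 or more time points. Furfural and ethanol differed in 552 genes at 10 min, 386 at 30 min, 471 at 60 min and 442 at 120 min. Heat and ethanol differed in 293, 305, 773 and 568 genes, and heat and furfural in 367, 369, 748 and 666. Arrays of different stresses shared no slide, so these are also comparisons between slides, and the controls on the furfural slide differed from the others in 394 genes. When slide was a random effect, 1431 genes differed at some time, with 230, 185, 115 and 118 between furfural and ethanol, 250, 245, 720 and 523 between heat and ethanol, and 140, 171, 659 and 380 between heat and furfural. The phosphate transporter gene Cthe_1604 was up-regulated by a log2 fold change of 3.05 at 10 min of ethanol (standard error 0.51, adjusted p = 5.1e-05, n = 2; 3.10 with the slide as a random effect and 3.23 on the ethanol slides). At 60 min of heat the same gene fell by 3.03 (standard error 0.51, adjusted p = 5.9e-05, n = 2). In a fit with the slide as a random effect, 135 genes were called in furfural alone.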

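The superoxide dismutase gene Cthe_3008 was up-regulated by heat, by log2 fold changes of 1.47 at 60 min (standard error 0.39, adjusted p = 0.0049, 2 heat and 3 control arrays) and 1.67 at 120 min (standard error 0.31, adjusted p = 7.2e-05, 4 heat and 4 control arrays). The rubrerythrin gene Cthe_0860, whose product removes peroxide, fell by 1.17 at 120 min of heat (standard error 0.29, adjusted p = 0.0019). The RadC genes Cthe_0757 and Cthe_3048 rose at 120 min of heat by 1.38 (standard error 0.28, adjusted p = 0.00024) and 1.53 (standard error 0.20, adjusted p = 1.4e-06). These calls held with each array left out. The electron transport gene Cthe_2435, for the B subunit of the Rnf complex, fell by 2.35 at 10 min of ethanol (standard error 0.37, adjusted p = 2.1e-05, n = 2), by 2.41 with the slide as a random effect and by 2.48 on the ethanol slides.

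Of the 19 hydrogenase, NADH dehydrogenase and Rnf genes in Table S1, 11 were down-regulated after ethanol, 14 after furfural and 4 after heat at some time, and 1 was up-regulated after heat. At 60 min of heat 4 were called, 1 without heat replicate 2 and 2 without control replicate 1 or 3. After 30 min of ethanol 11 were called at a median of -1.13 (11 over the list alone, camera adjusted p = 0.000143, and 0.357 with an estimated correlation), 11 with the slide as a random effect and 11 on the ethanol slides at a median of -1.26. At 30 min of furfural 14 were called at a median of -1.13 (14 over the list alone, adjusted p = 1.09e-06, and 0.229 with an estimated correlation), and 9, 9 and 5 without control replicates 2 and 4 and furfural replicate 2. Given a random slide effect, 15 were called after furfural, and on the furfural slide alone the median was -0.99.

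Of 5 oxidative stress genes 1 was up-regulated and 2 down-regulated at 30 min of furfural, 1 was called without furfural replicate 1, and the median of -0.54 became -0.13 on the furfural slide alone. At 60 min of heat 1 was up-regulated and 2 were down-regulated, and 1 was called without heat replicate 1. Of 11 DNA repair genes 4 were up-regulated at 60 min of heat (4 over the list alone, camera adjusted p = 0.415, and 0.62 with an estimated correlation), 2 without heat replicate 1 or control replicate 3. At some time 1 DNA repair gene was up-regulated and 2 were down-regulated after ethanol, and the same numbers after furfural.

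Of 7 nitrogen assimilation genes 5 were up-regulated at 30 min of ethanol at a median of 1.20 (5 over the list alone, camera adjusted p = 0.000212, and 0.213 with an estimated correlation), and 3 without ethanol replicate 2. A random slide effect left 5 called at a median of 1.38, and on the ethanol slides 5 at 1.5. At 30 min of furfural 4 were up-regulated at a median of 1.15 (4 over the list alone, camera adjusted p = 0.0224, and 0.409 with an estimated correlation), and 2 without either furfural array. In the fit with a random slide effect 1 was called there, and the median on the furfural slide alone was 0.57. After heat 1 was up-regulated and 1 down-regulated at some time.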

## Methods

### Controlled batch fermentations

*C. thermocellum* ATCC27405 was cultured in MTC medium with 5 g.L^-1^ final concentration of cellobiose as the carbon source at 58°C as described previously [46,47]. For fermentor inoculation *C. thermocellum* 27405 was grown overnight in 50 mL MTC, which was used to inoculate a seed fermentor as described previously [25]. The seed fermentor was used to inoculate the experimental batch fermentors to a starting OD_600nm_ of approximately 0.1. Batch fermentations were performed in 7.5-L BioFlo110 bioreactors (New Brunswick Scientific, NJ) fitted with agitation, pH and temperature probes and controls with a total volume of approximately 4.0 L of MTC medium [48]. Fermentors were sparged with filter-sterilized N_2_ gas to maintain anaerobic conditions. During fermentations, the agitation rate of the vessel was maintained at 300 rpm and pH was maintained at pH 7.0 by automatic titration with 3 N NaOH as described previously [25].

Fermentations were conducted for the wild-type *C. thermocellum* controls (no added stress), a 3.9 g.L^-1^ ethanol shock treatment, a 3 g.L^-1^ furfural shock or a 68°C heat shock in duplicate. The heat shock increase in temperature from 58°C occurred over a five minute period and the first time point sample was taken once the culture temperature had reached 68°C. Growth was monitored by measuring OD_600nm_ with a model 8453 spectrophotometer (Hewlett-Packard, CA). Samples were harvested at approximately mid-exponential phase (OD_600nm_ ~ 0.5) and at different time points post treatment.

### Fermentation product analyses with high-performance liquid chromatography (HPLC)

HPLC analysis was used to measure the extracellular metabolite concentration of cellobiose, acetate, lactate, ethanol and furfural in 0.2 μm-filtered samples taken at different time points during fermentation, as described previously [48]. The fermentation samples were acidified with 2 M sulfuric acid, separated and quantified by HPLC using a LaChrom Elite System (Hitachi High Technologies America, Inc., CA). Analysis was performed with the oven (Model L-2350) set at 60°C, and a pump (Model L-2130) set with a flow rate of 0.5 mL.min^-1^ in 5 mM H_2_SO_4_ as described previously [48]. The run time for each sample was set for 35 min or extended to 80 minutes for 20-fold diluted samples for measurement of furfural (Injector Model L-2200). Eluted compounds were registered and quantified by a refractive index detector (Model L-2490) interfaced to a computer. Soluble fermentation products were identified by comparison with retention times and peak areas of corresponding standards. Metabolites were separated on an Aminex HPX-87H, 300 × 7.8 mm column (Bio-Rad, CA). Percentage carbon recoveries were calculated based on cellobiose consumed and the amount of ethanol, acetate and lactate produced [49].

### RNA extraction and ds-cDNA synthesis

Cells were harvested in two 50 ml aliquot samples taken from controlled batch fermentations by centrifugation, snap frozen and stored at −80°C. Cell pellets from one tube were resuspended in TRIzol reagent (Invitrogen, CA), disrupted and RNA extracted as described previously [25]. Cell lysis involved bead beating with 0.25 g of lysis beads from an UltraClean Microbial RNA Kit (MO BIO Laboratories, Inc, CA) at 6,500 rpm for three 20 s treatments in a Precellys 24 high-throughput tissue homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). Cell lysates were transferred to fresh tubes and purified as described previously [25,48]. Total RNA preparations were DNaseI treated (Ambion, TX) and purified using a RNeasy mini kit (Qiagen, CA). RNA quantity was determined by NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DE) and RNA quality was assessed with Agilent Bioanalyzer (Agilent, CA). Purified RNA of high quality was used as the template to generate ds-cDNA using Invitrogen ds-cDNA synthesis kit according to the manufacturers protocols (Invitrogen, CA).

### Microarray sample labeling, hybridization, scan, and statistical analysis of array data

The ds-cDNA was labeled, hybridized and washed according to the NimbleGen protocols as described previously [25]. Hybridizations were conducted using a 12-bay hybridization station (BioMicro Systems, Inc., UT) and the arrays dried using a Maui wash system (BioMicro Systems, Inc.). Microarrays were scanned with a Surescan high-resolution DNA microarray scanner (5 μm) (Agilent Technologies, CA), and the images were quantified using NimbleScan software (Roche NimbleGen, IN). Raw data was log_2_ transformed and imported into the statistical analysis software JMP Genomics 6.0 software (SAS Institute, NC). The data of the three stress studies and the controls were normalized together using a single round of the LOESS normalization algorithm within JMP Genomics and distribution analyses were conducted before and after normalization as a quality control step. An ANOVA was performed in JMP Genomics to determine differential expression levels between conditions and time points using the False Discovery Rate (FDR) testing method (*p* < 0.05). One way Hierarchical clustering of the ratios (Control vs. Stress) of significantly differentially expressed genes were performed in JMP Genomics using the default settings of ten clusters.

### Real-Time quantitative-PCR (RT-qPCR) analysis

Microarray data were validated using real-time qPCR, as described previously [25]. Genes representing a range of gene expression values based on microarray hybridizations were analyzed using qPCR from cDNA derived from different time point samples. Oligonucleotide sequences of the primers targeting the genes selected for qPCR analysis are listed in Additional file 4: Table S4.

### Regulatory motif analysis

Genes that were considered significantly differentially expressed by microarray were analyzed by BoBro and a motif analysis toolkit to identify potential *cis* regulatory motifs [50,51]. These putative motifs were evaluated by a phylogenetic footprinting framework utilizing 39 *Clostridium* genome sequences available in public databases. This identified 120 putative motifs that were well conserved across the strains and were thus more likely to be actual *cis* regulatory elements. Furthermore, using the clustering algorithm MCL [52], the 120 motifs were clustered into 54 groups based on the similarity score between any pair of motifs (use 0.45 as the similarity score cutoff). For each one out of the 54 motif patterns, the co-expression property of downstream operons was assessed by a popular biclustering algorithm, QUBIC [48]. The motif consensus sequences were mapped to known prokaryotic *cis* regulatory elements databases [53] to determine whether the predicted motif patterns were real *cis* regulatory elements in other prokaryotic genomes.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SY, CW and SDB conceived and designed the study; SY, CW and MR conducted the fermentations; SY, CW, and SDB analyzed the microarray data, CMJ and CW generated microarray and RT-qPCR data; QM, YX and CW generated and conducted regulatory motif analyses; SY, CW and MR carried out the metabolite analysis; LD carried out furfural growth studies; SY, CW, QM, YX, and SDB analyzed data and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1. Genes significantly (*p* < 0.05) differentially expressed in the treatments relative to the control *C. thermocellum* fermentations over the four sampling time points analyzed in this analysis. **Table S2.** Genes that were differentially expressed in all stress conditions. **Table S3.** Genes encoding transcriptional regulators that were significantly (*p* < 0.05) differentially expressed in the treatments relative to the control *C. thermocellum* fermentations over the four sampling time points analyzed in this analysis. **Table S4.** Details of the locations in the genome of *C. thermocellum* the 120 cis motifs, identified by phylogenetic comparison of *Clostridium* spp. Target sequences clustered into fifty four groups 0–53 identified in the Motif cluster ID column. Included are columns detailing the effect of each stress treatment on the genes predicted to be under the control of the promoters of interest, 1 = differential gene expression, 0 = no differential gene expression. Motif clusters highlighted in bold are those six motifs that were statistically significant regarding co-regulated genes. Click here for file

Additional file 2: **Microarray validation by RT-qPCR.** Comparison of gene expression profiles by microarray and RT-qPCR 120 min after *C. thermocellum* was treated with 3 g.L^-1^ furfural or exposed to 68°C. Gene expression ratios from the microarray and RT-qPCR were log_2_ transformed and plotted against each other. The primer sequences are listed in Additional file 4: Table S6. Click here for file

Additional file 3: Table S5. Six motifs were located in the promoter regions of genes that were co-regulated and investigated further to identify potential regulators that had responded to heat, furfural or ethanol stress. Columns in this table are as follows: Motif Cluster ID corresponds to Additional file 1: Table 4 column of the same name; Sequence of logo of predicted DNA Binding site is the consensus sequence of this motif in *C. thermocellum*; Regulator name is the best match in available databases that recognizes that motif sequence; Optimal offset, The offset of the query motif to the matched motif in the optimal alignment; *p*-value, The probability that the match occurred by random chance according to the null model; E value, The expected number of false positives in the matches up to this point; q value The minimum False Discovery Rate required to include the match; Overlap, The number of letters that overlapped in the optimal alignment; Query consensus, the *C. thermocellum* consensus sequence (as per logo) for particular motif; Target consensus, sequence identified by proposed regulator in Regulator Name column. Click here for file

Additional file 4: Table S6. Primer sequences used for Real Time qPCR validation of the microarray results. Click here for file

# Supplementary material for: Clostridium thermocellum transcriptomic profiles after exposure to furfural or heat stress
**Source:** Biotechnol Biofuels. 2013 Sep 12;6:131. doi: 10.1186/1754-6834-6-131
**Supplement:** Additional file 3: Table S5. — Six motifs were located in the promoter regions of genes that were co-regulated and investigated further to identify potential regulators that had responded to heat, furfural or ethanol stress. Columns in this table are as follows: Motif Cluster ID corresponds to Additional file 1: Table 4 column of the same name; Sequence of logo of predicted DNA Binding site is the consensus sequence of this motif in C. thermocellum; Regulator name is the best match in available databases that recognizes that motif sequence; Optimal offset, The offset of the query motif to the matched motif in the optimal alignment; p-value, The probability that the match occurred by random chance according to the null model; E value, The expected number of false positives in the matches up to this point; q value The minimum False Discovery Rate required to include the match; Overlap, The number of letters that overlapped in the optimal alignment; Query consensus, the C. thermocellum consensus sequence (as per logo) for particular motif; Target consensus, sequence identified by proposed regulator in Regulator Name column.

## Slide 1

| Motif Cluster ID | Sequence of logo of predicted DNA Binding Site | Regulator Name | Optimal offset | p-value | E-value | q-value | Overlap | Query consensus | Target consensus |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 29 | | IscR\_Rickettsiales | 5 | 0.009 | 1.22 | 1.00 | 14 | TTCATATATAAAATAT | ATTGTTTTATATCTACAAT |
| | | NadR\_Enterobacteriales | 3 | 0.011 | 1.59 | 1.00 | 15 | TTCATATATAAAATAT | TGTTTAATATACTAAACA |
| | | NagC Ecol | 6 | 0.005 | 0.93 | 1.00 | 16 | TTCATATATAAAATAT | TATTTTTCGATAGATAAAAAAAG |
| | | torR | 3 | 0.005 | 0.32 | 0.64 | 7 | TTCATATATAAAATAT | CTGTTCATAT |
| 41 | | arcA | 3 | 0.001 | 0.08 | 0.15 | 12 | AATTATATTATAAA | GTTAATTAAATGTTA |
| | | PhoP Bsub | 12 | 0.020 | 3.79 | 1.00 | 14 | AATTATATTATAAA | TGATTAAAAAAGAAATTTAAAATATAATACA |
| | | rpoD16 | -1 | 0.005 | 0.34 | 0.33 | 13 | AATTATATTATAAA | ATTATACAGAAAAAATAAAAAATGTCAA |
| | | rpoD17 | -1 | 0.011 | 0.71 | 0.38 | 13 | AATTATATTATAAA | ATTATAACAAAAACTAAAGAATTTGTCAA |
| | | rpoD19 | -1 | 0.011 | 0.76 | 0.38 | 13 | AATTATATTATAAA | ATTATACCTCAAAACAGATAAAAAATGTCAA |
| | | XylR\_Gammaproteobacteria | 12 | 0.025 | 3.48 | 1.00 | 14 | AATTATATTATAAA | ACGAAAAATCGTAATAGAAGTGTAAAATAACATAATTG |
| 46 | | Hpr Bsub | 0 | 0.001 | 0.12 | 0.25 | 16 | ATAATATAATAATAAA | AAAATAGCATAATATAAAA |
| | | ihf | 5 | 0.010 | 0.69 | 0.69 | 16 | ATAATATAATAATAAA | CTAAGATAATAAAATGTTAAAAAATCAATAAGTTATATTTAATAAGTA |
| | | lrp | 7 | 0.001 | 0.08 | 0.16 | 16 | ATAATATAATAATAAA | AAAATGAATAATAAAAAAATCAAAT |
| | | MngR Ecol | -1 | 0.002 | 0.38 | 0.38 | 14 | ATAATATAATAATAAA | TAATACAAATACAA |
| | | XylR\_Gammaproteobacteria | 10 | 0.004 | 0.55 | 1.00 | 16 | ATAATATAATAATAAA | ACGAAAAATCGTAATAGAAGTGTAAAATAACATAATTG |
| 51 | | arcA | 1 | 0.003 | 0.20 | 0.40 | 14 | ATAATAATATTATAA | GTTAATTAAATGTTA |
| | | ArcA\_Gammaproteobacteria | -1 | 0.012 | 1.62 | 1.00 | 14 | ATAATAATATTATAA | TAACATTTAGTTAAC |
| | | DeoR\_Enterobacteriales | -1 | 0.021 | 2.96 | 1.00 | 14 | ATAATAATATTATAA | TGTTAGTATTCTAACA |
| | | Fur Hpyl | 1 | 0.008 | 1.51 | 0.49 | 15 | ATAATAATATTATAA | TATTATTTTGTTTTAATGAAAAT |
| | | MngR Ecol | -1 | 0.004 | 0.81 | 0.49 | 14 | ATAATAATATTATAA | TAATACAAATACAA |
| | | RcsA-RcsB Ecol | -1 | 0.008 | 1.45 | 0.49 | 14 | ATAATAATATTATAA | TAAGAATATTCCTA |
| | | XylR\_Gammaproteobacteria | 10 | 0.014 | 2.00 | 1.00 | 15 | ATAATAATATTATAA | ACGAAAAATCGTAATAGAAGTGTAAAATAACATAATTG |
| | | YhiX Ecol | 5 | 0.005 | 0.90 | 0.49 | 13 | ATAATAATATTATAA | TTAGGATATTTTTTTTAT |
| 52 | | arcA | -1 | 0.009 | 0.61 | 0.68 | 15 | ATAAAATAAAATTAAA | TAACATTTAATTAAC |
| | | ArcA\_Gammaproteobacteria | -1 | 0.013 | 1.90 | 1.00 | 15 | ATAAAATAAAATTAAA | TAACATTTAGTTAAC |
| | | CovR Spyo | -6 | 0.007 | 1.26 | 1.00 | 10 | ATAAAATAAAATTAAA | TTAAATTAAAA |
| | | lrp | 0 | 0.010 | 0.68 | 0.68 | 16 | ATAAAATAAAATTAAA | AAAATGAATAATAAAAAAATCAAAT |
| | | MtaR\_Streptococcaceae | 1 | 0.014 | 2.00 | 1.00 | 16 | ATAAAATAAAATTAAA | TATAGTTTAAAACTATA |
| 53 | | CodY Bsub | 33 | 0.004 | 0.78 | 0.78 | 14 | AATTATAATAAAAT | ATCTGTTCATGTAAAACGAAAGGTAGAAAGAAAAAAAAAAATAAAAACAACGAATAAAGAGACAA |
| | | CovR Spyo | -2 | 0.002 | 0.36 | 0.72 | 11 | AATTATAATAAAAT | TTAAATTAAAA |
| | | lrp | 3 | 0.022 | 1.51 | 1.00 | 14 | AATTATAATAAAAT | AAAATGAATAATAAAAAAATCAAAT |
Supplementary Table 5

# Supplementary material for: Clostridium thermocellum transcriptomic profiles after exposure to furfural or heat stress
**Source:** Biotechnol Biofuels. 2013 Sep 12;6:131. doi: 10.1186/1754-6834-6-131
**Supplement:** Additional file 4: Table S6. — Primer sequences used for Real Time qPCR validation of the microarray results.

| **Primer name** | **Gene Target** | **Primer Sequence** |
| --- | --- | --- |
| Cthe_0197_F | Cthe_0197 | TGACGGTGATGTGGCTAAAG |
| Cthe_0197_R | Cthe_0197 | TCCCTTGGTCTTTTTCGTTG |
| Cthe_0482_F | Cthe_0482 | GAGCAGGGATTGGTAATGGA |
| Cthe_0482_R | Cthe_0482 | TACCGCAAGACCTACAAGCA |
| Cthe_0665_F | Cthe_0665 | GGAATTCAGGTGCTGGATGT |
| Cthe_0665_R | Cthe_0665 | GTCTCCTTGCTCTGCTTTGC |
| Cthe_1604_F | Cthe_1604 | GTGTCCCCGCTATTGCTAAA |
| Cthe_1604_R | Cthe_1604 | ATGGGTAAAATGCCGAATGA |
| Cthe_2531_F | Cthe_2531 | CGGAAAGGACATTGTCATCC |
| Cthe_2531_F | Cthe_2531 | CAAAGCCAGGGTTACGACAT |
| Cthe_2784_F | Cthe_2784 | CTGGTAAAAATAATGCTGGA |
| Cthe_2784_R | Cthe_2784 | TAATTTTTGCATTGACTTCC |
| Cthe_2801_F | Cthe_2801 | GTTTGGTTTGCCCGTAAGAA |
| Cthe_2801_R | Cthe_2801 | ACCAAAAGAGGGGAATGACC |

Supplementary Table 6: Primer sequences used in for Real Time qPCR validation of the microarray results.

How the deposited data were processed for this re-analysis (not part of the article)

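The authors deposited, for each of 43 arrays, the intensity of every spot as read by the scanner software (NimbleScan 2.4.27), without background correction and with no mismatch values. The authors also deposited a table of normalized log2 values for each array, for which the paper says that the raw data were log2 transformed and all studies normalized together in JMP Genomics 6.0. Of its 43 columns 41 matched their own array best. The intensities were used for the results, and the value table as an alternative. Labels gave stress, time and replicate number, and the files gave the slide of each array. No reference genome was used here.

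Intensities were log2 transformed, the 3 copies of a probe averaged, and the arrays normalized together by cyclic loess (normalizeCyclicLoess of limma 3.58.1 in R 4.3.3, fast method, 1 iteration). A gene's value was the mean of its probes, 7 for 3033 of 3065 genes. Linear models with 16 group means were fitted with limma (lmFit and eBayes, 27 residual and 4.27 prior degrees of freedom), and each stress was compared with the controls of its time. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a 2-fold difference, and counts for a stress are of genes called at 1 or more times. Errors are standard errors from the model. Tables were read with data.table 1.17.8 and jsonlite 2.0.0, and figures drawn with matplotlib 3.10.9 in Python 3.11.15.

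Slides were taken as a random effect (duplicateCorrelation of limma, consensus correlation 0.36) or as a fixed one, or a comparison was restricted to the controls of the same slides. For furfural the last left 1 control array per time, so that these p-values rest on the spread between other arrays. Direct comparisons between stresses and the interaction of stress and time used the same model. Every array was left out in turn and the model refitted. Where this left a group with 1 array, that array was assumed to vary like the other groups.

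Gene lists were tested with camera in limma at a preset correlation between genes of 0.01, beside an estimated correlation and fry. Of 29 lists 28 had at least 2 members, and 138 of 336 list tests passed at an adjusted p under 0.05, 4 with an estimated correlation and 153 with fry. Lists by name were drawn from the gene names in Table S1, which lists 1474 genes the paper called, and were tested among those genes. Lists by position were regions that the paper discusses, tested among all genes. The names were matched without regard to case, a choice settled before any list result was seen.

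The comparisons, their alternatives, the gene lists and the rule for naming genes were set before the data were examined. The rule named the genes the paper names, the 10 highest and 10 lowest genes per stress among those called in the same direction at 2 or more times (10 min left out for heat), and up to 4 genes per list with the largest mean change. The paper's values in Table 2 and Table S1 had been seen when the rule was written.

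The pipeline was tested on simulated data. Of genes shifted by 1.5 log2 units, 89.6%, 80.8% and 94.4% were called after simulated ethanol, furfural and heat, and 0.0349%, 0.0489% and 0.0838% of unshifted genes were. Camera called 20 of 20 shifted lists and 1 unshifted one, in lists of genes picked at random. The simulated spread was drawn over all arrays without regard to slide. These shares therefore do not cover differences between slides, and the random lists do not stand for lists of neighbouring genes. Among all genes 186 were dim in at least 1 group, and 2 were called with a dim group. No gene was saturated. Median scaling moved the median log2 change of all genes by up to 0.295, for heat at 10 min, the largest shift by any scaling.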

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

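The tests of the reading of heat replicate 2 at 120 min, of the array design and slides of the heat arrays and of single controls after furfural were chosen after the result was seen, and the other tests of the furfural slide after related counts from the authors' value table had been seen.

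Heat replicate 2 at 120 min stood apart from the other heat arrays of its time. On this array 95.1% of the gene probes lay under the 95th percentile of the random probes, and the copies of a probe correlated at 0.149, where the other arrays had at least 0.842. Weak labelling over the whole array is argued against by a range of 0.821 in the correlation with the median array over 48 tiles of its area, as no other array had a range over 0.572. A misplaced reading grid is a candidate explanation, since it would part the copies of a probe in this way, and the array stayed in the analysis.

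The controls on the furfural slide differed from the other controls in 394 genes, 238 higher and 156 lower. No other choice of 1 control per time point among 60 gave more than 62, so an arbitrary choice of arrays is an unlikely source of the count. Whether these controls share a fermentation is not known, so a chance difference between fermentations cannot be excluded. Of 1348 gene and time pairs called after furfural, 39.2% were 2-fold in the same direction against the control of the same slide and 98.3% had the same direction, shares that both depend on the choice of pairs at 2-fold and on arrays common to both comparisons. Of the genes called after furfural without a given control, at most 26.1% kept the direction and 2-fold against that control alone when it lay on the furfural slide, and at least 70.2% when it lay on another slide, which argues against a response to furfural as the only source of the calls. A difference between slides or fermentations may account for part of the calls, and how much of them stems from a response to furfural stays open.

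Genes whose change differed between 120 and 10 min in a test of the interaction numbered 312 for heat. Heat arrays shared no slide with controls, and an array design without controls as the cause is argued against by the 10 min arrays, on the same design, with 5 genes called. Of the genes called at 60 min 80.8% were at least 2-fold in the same direction against the 10 min heat arrays. These genes were chosen at 2-fold on the same 60 min arrays. The share therefore cannot decide whether a response builds up after 10 min. With the slide as a fixed effect and without heat replicate 2 at 120 min, 323 genes differed between 60 and 10 min of heat, which argues against a difference between the heat slides as the whole cause at 60 min. At 30 min limma called 0 genes in this fit (358 at an unadjusted p under 0.05) and 114 without a slide effect, so a difference between the heat slides stays open there.

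Chance marks about 1 in 20 groups in the search for arrays far from their group. Control replicate 4 at 120 min had a median random probe intensity of 108.56, apart from the other controls of its time. Control replicate 5 at 30 min had a median random probe intensity of 94.67 and 2.77% of gene probes under the random 95th percentile. Both arrays are on the furfural slide. Of 229 named genes, 40 had an outlying array in the controls at 120 min (34 of them replicate 4), 35 in the controls at 30 min (34 of them replicate 5) and 18 in heat at 120 min (16 of them replicate 2).

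The interaction of ethanol and time was past the threshold for 138 genes between 120 and 10 min, 97 with a higher and 41 with a lower value at 120 min.

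In probes outside the annotated genes and in genes outside Table S1, further signal was found. Of the called genes 295 are not in Table S1, 37 of them after ethanol, 186 after furfural and 93 after heat, and 24, 13 and 74 with the slide as a random effect. Of 22176 tiling probes, 601 were called after ethanol, 2818 after furfural (1479 with the slide as a random effect) and 3894 after heat.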

How the results depend on the processing

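The settings chosen after seeing the data were the controls of slides A to C alone, the averaging of near-duplicate arrays and the fit without heat replicate 2 at 120 min.

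Quantile normalization, median polish, background correction, the authors' value table, the filter on dim genes and adjustment over all comparisons kept the counts of genes per stress, in at least 1 stress and in all 3 within 1.5 times the reported ones, from 393 to 671 for ethanol, 687 to 810 for furfural and 769 to 1029 for heat. The filter on dim genes left each of these counts unchanged, so it gives no further check of them. Median scaling gave 1189 for heat. An adjusted p under 0.01 gave 394 for furfural, 40 for all stresses, 103, 339, 101 and 71 at the times of furfural and 144 at 60 min of ethanol. Without a fold threshold there were 1001 genes for ethanol, 1189 for furfural, 1539 for heat, 2408 in at least 1 stress, 263 in all and 1657 between the controls of the furfural slide and the others. A fit of each comparison on its own 2 groups gave 420 for furfural and 53 for all, with 168 and 143 genes at 10 and 60 min of ethanol, 98 at 30 min of heat and 326 at 30 min of furfural. At 10 and 60 min of furfural limma then called 0 genes (358 and 679 at an unadjusted p under 0.05), where all groups together gave 262 and 315, and at 10 min of heat 0 (132 at an unadjusted p under 0.05). The cause was not tested.

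With the slide as a random effect furfural called 398 genes, with a fixed slide effect 411 (106, 355 and 178 at 10, 30 and 60 min) and against the same-slide control 68, the last with 1 control array per time. The fixed effect reversed Cthe_2442 at 10 (-1.41) and 30 min (-1.45), Cthe_0388 at 30 min (0.13) and Cthe_2963 at 30 (2.50) and 120 min (1.97) of furfural. The same-slide control reversed Cthe_2442 (-1.70) and Cthe_2445 (-0.30) at 30 min and Cthe_2963 at 30 (2.02) and 120 min (2.44). The cause was not tested. The fixed effect gave no value for heat, since no heat slide holds a control, and hence none for all stresses. Splitting the controls at 30 and 120 min, with each stress against another part, gave no value for all stresses either.

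In 1 of 10 arrays the deviation from the group correlated best with that of the array with the same replicate number in the other group. With a replicate block the counts were 543 for ethanol, 973 for furfural, 860 for heat, 1680 in at least 1 stress and 128 in all, with 465 and 443 at 10 and 120 min of furfural and 329 at 30 min of heat. Gene lists called by camera numbered 138 and with an estimated correlation 4. Chosen after seeing the data, the controls of slides A to C gave 158 genes in all stresses and 731, 663 and 494 at 10, 60 and 120 min of furfural. Averaging near-duplicates gave 450 for furfural and 53 in all, with 307 and 77 at 30 and 120 min of furfural and 301 at 120 min of heat.

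Leaving out each array in turn gave 442 to 563 genes for ethanol, 529 to 888 for furfural, 706 to 898 for heat, 1376 to 1615 in at least 1 stress and 76 to 115 in all. The named genes had 830 to 978 calls (911 with all arrays), the direct comparisons 1786 to 1944 genes, the lists 131 to 140 calls and the control slides 374 to 443 genes. Where 1 array was left in a group, it was assumed to vary like the other groups. The heat union of 898 was without heat replicate 2 at 120 min.

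In single comparisons the heat count at 120 min was 825 with quantile normalization and 989 with median scaling, and the furfural count at 60 min 595 and 481, with 130 at 120 min under median scaling. The 5 genes at 10 min of heat became 1 with quantile normalization, 40 with adjustment over all comparisons and 29 with the controls of slides A to C. Signal over background limited few results, as 2 genes were called with a dim group, apart from heat replicate 2 at 120 min, where 2379 genes were dim.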

Differences from the paper's values

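The paper's counts were taken at an adjusted significance threshold of 0.05 and a 2-fold difference, as here. After ethanol 517 genes were called here and 779 in the paper. Among the settings chosen before the data were examined, the count lay within 1.5 times the paper's under median scaling (543), background correction (671), adjustment over all comparisons together (528), no fold threshold (1001), a random (548) or fixed (566) slide effect, the controls of the ethanol slides (617) and the replicate block (543). It did not under quantile normalization (393), median polish (510), the authors' value table (516), the filter on dim genes (517), an adjusted p under 0.01 (387), the unmoderated ANOVA (491) or a fit on the 2 groups alone (394). Leaving out 1 array brought it within for 8 of 25 arrays.

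Genes called in all stresses numbered 89 here and 143 in the paper. The count lay within 1.5 times the paper's under median scaling (101), background correction (112) and the replicate block (128). It did not under quantile normalization (90), median polish (84), the value table (81), the filter on dim genes (89), adjustment over all comparisons (94), an adjusted p under 0.01 (40), no fold threshold (263), the ANOVA (78), a fit on 2 groups (53) or a random slide effect (86). Leaving out 1 array brought it within for 6 of 43.

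Genes called in furfural alone numbered 386 here and 257 in the paper. The count lay within 1.5 times the paper's under median scaling (343), background correction (331), the value table (361), adjustment over all comparisons (371), an adjusted p under 0.01 (211), the ANOVA (370) and a fit on 2 groups (224). It did not under quantile normalization (427), median polish (400), the filter on dim genes (386), no fold threshold (423), a random slide effect (135) or the replicate block (493). Leaving out 1 array brought it within for 25 of 43.

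Of the settings chosen after seeing the values, the fit without heat replicate 2 at 120 min came within 1.5 times the paper's for ethanol (526), all stresses (99) and furfural alone (366). It drops 324, 74 and 144 of the paper's own genes in these sets. The controls of slides A to C alone, also chosen after seeing the values, came within for ethanol (589) and all stresses (158) and drop 264 and 67 of the paper's genes. Averaging near-duplicate arrays, chosen after seeing the values too, came within for furfural alone (227) and drops 168 of the paper's genes. The fit reported here drops 327, 79 and 139.

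On the paper's scale of control minus stress, 72 of 160 log2 ratios in Table 2 differ by more than the error (the residual standard deviation of the gene) or in sign, 59 of 80 after furfural and 13 of 80 after heat. All 59 furfural ratios are smaller in size here, and the median ratio of sizes over all 80 is 0.652. After heat the median ratio of sizes is 1.02. The planned settings brought within the error 40 of the 59 furfural values with the same-slide control, 33 with a fixed slide effect, 22 with a random one, 5 with quantile normalization, 4 with median scaling, and 1 each with background correction, median polish, the value table and the replicate block. The filter on dim genes, adjustment over all comparisons, the ANOVA and the fit on 2 groups brought in 0. These settings leave the log2 ratios unchanged, so this 0 was fixed in advance and tests nothing. Without some single array 14 of the 59 came within. Averaging near-duplicate arrays, chosen after seeing the values, brought in 1.

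Of the 13 heat values, 5 came within the error with the value table, 4 with a random slide effect, 3 with median polish, 2 each with median scaling and background correction, and 1 each with quantile normalization and the replicate block. The filter on dim genes, adjustment over all comparisons, the ANOVA and the fit on 2 groups brought in 0. As above, these settings leave the log2 ratios unchanged, so this 0 was fixed in advance. Without some single array 11 of the 13 came within. Of the settings chosen after seeing the values, the controls of slides A to C and the averaging of near-duplicates brought in 1 each. The 2 last settings drop the numbers of the paper's genes given above.

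After furfural the ratios that differ are as follows. Cthe_0211 had values of -1.34, -2.17, -1.78 and -1.89 at 10, 30, 60 and 120 min here and -2.22, -3.56, -2.41 and -2.87 as the paper's, within the error for 2 of 4 under the same-slide control and 1 under median polish, a random slide effect and a fixed slide effect. Cthe_1643 had values of -1.09, -1.85, -1.62 and -0.69 at 10, 30, 60 and 120 min here and -2.12, -4.49, -2.41 and -2.77 as the paper's, within the error for 2 of 4 under the same-slide control. Cthe_1644 had values of -0.94, -1.37, -1.22 and -0.68 at 10, 30, 60 and 120 min here and -2.26, -4.07, -2.27 and -2.79 as the paper's, within the error for 2 of 4 under the same-slide control and 1 under a random slide effect and a fixed slide effect. Cthe_2531 had values of -0.32, -1.76, -2.32 and -2.63 at 10, 30, 60 and 120 min here and -1.87, -3.19, -3.58 and -3.99 as the paper's, within the error for all 4 under a fixed slide effect and the same-slide control and 3 under a random slide effect. Cthe_2532 had values of -0.51, -1.63, -2.01 and -2.43 at 10, 30, 60 and 120 min here and -1.90, -2.92, -3.07 and -3.55 as the paper's, within the error for all 4 under a random slide effect, a fixed slide effect and the same-slide control and 1 under quantile normalization. Cthe_2533 had values of -0.51, -1.73, -2.27 and -2.37 at 10, 30, 60 and 120 min here and -1.77, -2.82, -3.29 and -3.46 as the paper's, within the error for all 4 under a random slide effect, a fixed slide effect and the same-slide control and 1 under quantile normalization.

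Cthe_2535 had values of -0.71, -1.85, -2.43 and -2.54 at 10, 30, 60 and 120 min here and -1.54, -2.86, -3.27 and -3.45 as the paper's, within the error for all 4 under a random slide effect, a fixed slide effect and the same-slide control and 1 under quantile normalization. Cthe_2962 had values of -0.30, -0.37, -0.63 and -0.26 at 10, 30, 60 and 120 min here and -1.87, -3.04, -2.15 and -2.83 as the paper's, within the error for 3 of 4 under the same-slide control, 2 under a fixed slide effect and 1 under a random slide effect. Cthe_2963 had values of -0.20, 0.13, -0.46 and 0.52 at 10, 30, 60 and 120 min here and -1.96, -3.33, -2.15 and -2.59 as the paper's, within the error for all 4 under a fixed slide effect, 3 under the same-slide control and 2 under a random slide effect. Cthe_3125 had values of -1.41, -1.42, -1.48 and -0.74 at 10, 30, 60 and 120 min here and -2.60, -3.21, -2.49 and -2.30 as the paper's, within the error for 1 of 4 under the same-slide control. Cthe_0425 had values of 3.22, 2.66 and 3.05 at 30, 60 and 120 min here and 4.07, 3.23 and 3.84 as the paper's, within the error for 2 of 3 under quantile normalization, median scaling, a fixed slide effect and the same-slide control and 1 under background correction, the authors' value table, a random slide effect and a replicate block. Cthe_0427 had values of 3.17 and 2.62 at 30 and 120 min here and 4.20 and 3.42 as the paper's, within the error for 1 of 2 under median scaling, a fixed slide effect and the same-slide control.

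Cthe_0428 had values of 3.92 and 3.23 at 30 and 120 min here and 5.49 and 4.61 as the paper's, within the error for 1 of 2 under the same-slide control. Cthe_0430 had values of 3.13 and 2.62 at 30 and 120 min here and 4.83 and 4.06 as the paper's, within the error for 1 of 2 under the same-slide control. Cthe_0431 had values of 4.59 and 3.88 at 30 and 120 min here and 5.64 and 4.74 as the paper's, within the error for 1 of 2 under median scaling and the same-slide control. Cthe_0943 had values of 1.24, 1.53, 1.41 and 1.35 at 10, 30, 60 and 120 min here and 2.53, 3.30, 2.63 and 2.86 as the paper's, within the error for 2 of 4 under a fixed slide effect and the same-slide control. Cthe_0944 had values of 0.53, 0.39, 0.82 and 0.44 at 10, 30, 60 and 120 min here and 2.20, 2.88, 2.32 and 2.63 as the paper's, within the error for all 4 under a fixed slide effect, 3 under the same-slide control and 1 under a random slide effect.

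After heat the ratios that differ are as follows. Cthe_3125 had a value of -3.34 at 60 min here and -2.80 as the paper's, within the error under median polish, the authors' value table, a random slide effect and a replicate block. Cthe_1309 had values of -0.40 and -3.0 at 10 and 60 min here and 0.14 and -2.37 as the paper's, within the error for 1 of 2 under the authors' value table. Cthe_1743 had a value of -1.88 at 30 min here and -2.77 as the paper's, with no planned setting within the error. Cthe_1851 had a value of -2.02 at 30 min here and -2.84 as the paper's, with no planned setting within the error. Cthe_2448 had a value of -2.20 at 120 min here and -1.66 as the paper's, within the error under the authors' value table and a random slide effect. Cthe_2449 had a value of -2.49 at 60 min here and -2.04 as the paper's, within the error under median polish and the authors' value table. Cthe_3116 had a value of -3.39 at 60 min here and -2.84 as the paper's, with no planned setting within the error.

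Cthe_0539 had values of 0.22 and 1.53 at 10 and 30 min here and -0.23 and 2.10 as the paper's, within the error for 1 of 2 under background correction. Cthe_1390 had a value of 3.00 at 30 min here and 3.66 as the paper's, within the error under background correction and median polish. Cthe_2957 had values of 1.06 and 2.00 at 10 and 60 min here and 0.53 and 1.56 as the paper's, within the error for all 2 under median scaling and a random slide effect and 1 under quantile normalization and the authors' value table.

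The paper has the dnaK operon induced after every stress, and Cthe_1322 (DnaK) was not called after furfural. A random slide effect, a fixed one and quantile normalization call it at 10 and 30 min, the same-slide control at 30, 60 and 120 min, the value table at 30 min and the replicate block at 10 min. Cthe_1321 and Cthe_1324 of this operon and Hsp90 (Cthe_0550) were not called after ethanol, and no planned setting with every array and a fold threshold calls them. Cthe_2445, for a GroES domain protein, was not called after ethanol and is called at 30 min with a fixed slide effect, the controls of the ethanol slides, the replicate block and the controls of slides A to C.

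The regulators Cthe_1745, Cthe_2808 and Cthe_2969 are up-regulated in every stress in the paper, and were not called after furfural here. Median scaling calls Cthe_1745 at 10 and 30 min, and adjustment over all comparisons and a random or fixed slide effect call it at 10 min. A fixed slide effect calls Cthe_2808 at 30 min and the controls of slides A to C at 10 min. Cthe_2969 is called at 60 min with median scaling and the controls of slides A to C, and at 30 min with background correction, median polish and the replicate block. The paper gives Cthe_2524 as down-regulated after every stress, and it was not called after heat except with median scaling, at 30 min. It gives Cthe_2634 as down-regulated within 10 min of ethanol, where the value here was -0.46 and not called. At 30 min Cthe_2634 is called with a fixed slide effect, the controls of the ethanol slides, the replicate block and the controls of slides A to C.

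Acetate kinase (Cthe_1028) is down-regulated after every treatment in the paper and was not called after heat. The fit without heat replicate 2 at 120 min calls it at 120 min and the controls of slides A to C at 60 min. The hydrolase gene Cthe_0745, which the paper gives as consistently up-regulated after stress, was not called after heat in any setting with every array and a fold threshold. Of the NADH dehydrogenase genes the paper gives as affected by every stress, Cthe_0429 was not called after ethanol, and Cthe_3023 was not called after heat except at 30 min with the replicate block and the controls of slides A to C.

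Cthe_2784 to Cthe_2789 are up-regulated after all treatments in the paper, and Cthe_2785, Cthe_2786 and Cthe_2788 were not called after furfural. Quantile normalization, median scaling, the replicate block, the fit on 2 groups and the controls of slides A to C call Cthe_2785 and Cthe_2786 at some time, and adjustment over all comparisons and the fit without heat replicate 2 at 120 min call Cthe_2786. Cthe_0944, among the most down-regulated genes after furfural in the paper, was not called here. A random and a fixed slide effect call it at each time and the same-slide control at 30, 60 and 120 min. Cthe_2962 and Cthe_2963, which Table 2 lists among the most up-regulated, were not called after furfural. A fixed slide effect calls both at each time, the same-slide control calls Cthe_2962 at 30 and 120 min and Cthe_2963 at 30, 60 and 120 min, and a random slide effect calls Cthe_2962 at 30 and 60 min. The paper gives the sulfate transporter and assimilation genes as the largest response to furfural. Against all controls none of them was among the 10 highest by mean change here, while 9 were with a random slide effect and 9 against the same-slide control. The text names Cthe_0427 as an NADH hydrogenase, while Table 2 lists it as a sporulation protein.

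Without a fold threshold Cthe_1322, Cthe_2969, Cthe_2807 and Cthe_2809 pass at 30 min of furfural and Cthe_2808 at 10, 30 and 60 min, where the paper puts Cthe_2807 and Cthe_2809 just under its own threshold. Cthe_2524 passes as lower at 30 min of heat and higher at 120 min, Cthe_1028 at 30, 60 and 120 min of heat, Cthe_2634 at 30 min of ethanol and Cthe_1324 at 10, 30 and 120 min of ethanol. Leaving out some single array calls Cthe_1322, Cthe_1745, Cthe_2808, Cthe_2969, Cthe_2785 and Cthe_2786 after furfural, Cthe_2524, Cthe_1028 and Cthe_3023 after heat, and Cthe_2634, Cthe_2445 and Cthe_0550 after ethanol.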

Other observations

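Of the results in these paragraphs, the comparison of near-duplicate arrays and the splits with such pairs averaged were chosen after the result was seen.

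Heat lowered the transcripts of the V-type ATPase, which moves protons or sodium ions across the membrane. All 7 genes from Cthe_2263 to Cthe_2269 were down-regulated at 60 and 120 min of heat, at medians of -1.84 and -2.03 (camera adjusted p = 1.53e-05 and 4.9e-06, and 0.312 and 0.303 with an estimated correlation). At 30 min 4 were called at a median of -1.06, and 0 without heat replicate 2. Cthe_2266, for the F subunit, fell by 2.61 at 60 min (standard error 0.35, adjusted p = 3.8e-06, 2 heat and 3 control arrays) and by 2.76 with the slide as a random effect. That effect cannot part heat from slide, as no control lay on the heat slides. After ethanol 4 were down-regulated at 120 min at a median of -1.13 (camera adjusted p = 1.53e-05, and 0.312 with an estimated correlation), and 4 with the slide as a random effect and on the ethanol slides, at -1.13 and -1.11.

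Of 12 tRNA synthetase genes 6 were down-regulated at 60 min of heat and 7 at 120 min, at medians of -0.98 and -1.07 (camera adjusted p = 0.00474 and 0.00208, and 0.486 and 0.444 with an estimated correlation). The first count was 3 without heat replicate 1, and the second 4 without heat replicate 1 or 4. The synthetase gene Cthe_0324 (valyl-tRNA) fell by 2.25 at 60 min and by 1.67 at 120 min of heat. Of 6 fatty acid synthesis genes 4 were down-regulated at 60 min of heat, 1 without heat replicate 1 and 2 without control replicate 3.

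Flagellar and chemotaxis genes, 37 in Table S1, had 13 up-regulated members at 60 min of heat, and 13 up-regulated and 1 down-regulated at 120 min, at medians of 0.82 and 0.67, with 16 up-regulated and 2 down-regulated and 14 and 1 over the list alone (camera adjusted p = 0.016 and 0.00929, and 0.62 with an estimated correlation). The first count was 1 without heat replicate 1, and the second 8 without heat replicate 1. Sporulation genes, 24 in Table S1, had 11 up-regulated and 3 down-regulated members at 30 min of furfural at a median of 0.94 (camera adjusted p = 0.0386, and 0.581 with an estimated correlation). With the slide as a random effect 7 were called, the median on the furfural slide alone was 0.25, and without furfural replicate 2 6 were called.

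The CRISPR-associated gene Cthe_2057 rose by 2.38 at 60 min of heat (standard error 0.43, adjusted p = 0.00013, 2 heat and 3 control arrays) and by 2.57 with the slide as a random effect. Here too the random effect cannot part heat from slide. Of 12 CRISPR-associated genes 4 were up-regulated and 1 down-regulated after heat at some time, and the 2 called at 120 min became 0 without heat replicate 1 or 4. Of 33 phage and transposase genes 13 were up-regulated and 6 down-regulated after heat at some time, with 14 called at 60 min (7 without heat replicate 1) and 8 at 120 min (4 without heat replicate 1 or 4). Of 17 nucleotide synthesis genes 6 were down-regulated at 60 min of heat, and 2 without heat replicate 1, while at 120 min 1 was up-regulated and 1 down-regulated (4 called without control replicate 1 and 5 without heat replicate 2 or 3). Of 10 cobalamin and siroheme genes, which hold the ribonucleotide reductase gene Cthe_0053 and the cobalt transporter gene Cthe_1802, 5 were up-regulated and 1 down-regulated after heat. Of 5 glycolysis genes 1 was up-regulated (Cthe_2449, by 2.49) and 3 were down-regulated at 60 min of heat, among them Cthe_0347, which fell by 1.82 (camera adjusted p = 0.126, and 0.361 with an estimated correlation). The Clp genes Cthe_1216 and Cthe_1217 were not called against all controls. On the ethanol slides 1 of them was called at 10 min of ethanol, where their median was 0.99. The search for cysteine and methionine synthesis names found no members.

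Of the genes called at 10 min of ethanol 65.5% had a change at 120 min that was less than 0.5 times as large. With each near-duplicate pair averaged, the arrays of 3 comparisons could be split in 10 ways each, too few for a share under 0.05. The real groups gave 228 genes at 30 min of ethanol, and the highest other split gave 175. At 120 min of ethanol these numbers were 100 and 0, and at 120 min of heat 301 and 7. In each comparison the real groups were the 1 split with the highest count.

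Among the arrays of single groups 6 pairs differed by no more than 3 genes at 2-fold. The difference between the arrays of such a pair correlated at 0.193 to 0.528 between the odd and the even probes of the genes. Other pairs without heat replicate 2 at 120 min had 0.695 or more. The pair of heat replicates 2 and 3 at 120 min had 0.475 and differed by 81 genes. If such pairs are measurements of 1 sample, their number of independent replicates is smaller than given, and the labels do not tell. Other pairs were far less alike. The 2 furfural arrays of a time, all on 1 slide, differed 2-fold in 643, 224, 176 and 146 genes from 10 to 120 min. The 10 min control on that slide differed from control replicates 1 and 2 in 622 and 650 genes.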
